# Genome-wide transcriptional response of *Trichoderma reesei* to lignocellulose using RNA sequencing and comparison with *Aspergillus niger*

**DOI:** 10.1186/1471-2164-14-541

**Published:** 2013-08-09

**Authors:** Laure Ries, Steven T Pullan, Stéphane Delmas, Sunir Malla, Martin J Blythe, David B Archer

**Keywords:** *Trichoderma reesei*, *Aspergillus niger*, Glycoside hydrolases, Carbohydrate esterases, Antisense RNA, RNA-sequencing

## Abstract

**Background:**

A major part of second generation biofuel production is the enzymatic saccharification of lignocellulosic biomass into fermentable sugars. Many fungi produce enzymes that can saccarify lignocellulose and cocktails from several fungi, including well-studied species such as *Trichoderma reesei* and *Aspergillus niger*, are available commercially for this process. Such commercially-available enzyme cocktails are not necessarily representative of the array of enzymes used by the fungi themselves when faced with a complex lignocellulosic material. The global induction of genes in response to exposure of *T. reesei* to wheat straw was explored using RNA-seq and compared to published RNA-seq data and model of how *A. niger* senses and responds to wheat straw.

**Results:**

In *T. reesei*, levels of transcript that encode known and predicted cell-wall degrading enzymes were very high after 24 h exposure to straw (approximately 13% of the total mRNA) but were less than recorded in *A. niger* (approximately 19% of the total mRNA). Closer analysis revealed that enzymes from the same glycoside hydrolase families but different carbohydrate esterase and polysaccharide lyase families were up-regulated in both organisms. Accessory proteins which have been hypothesised to possibly have a role in enhancing carbohydrate deconstruction in *A. niger* were also uncovered in *T. reesei* and categories of enzymes induced were in general similar to those in *A. niger*. Similarly to *A. niger*, antisense transcripts are present in *T. reesei* and their expression is regulated by the growth condition.

**Conclusions:**

*T. reesei* uses a similar array of enzymes, for the deconstruction of a solid lignocellulosic substrate, to *A. niger*. This suggests a conserved strategy towards lignocellulose degradation in both saprobic fungi. This study provides a basis for further analysis and characterisation of genes shown to be highly induced in the presence of a lignocellulosic substrate. The data will help to elucidate the mechanism of solid substrate recognition and subsequent degradation by *T. reesei* and provide information which could prove useful for efficient production of second generation biofuels.

## Background

The burning of fossil fuels is accompanied by many recognised problems affecting the global economy and environmental health. Replacing fossil fuels with biofuels will help to reduce global CO_2_ emissions, produce a more favourable greenhouse gas profile, decrease dependence on diminishing oil resources and promote local economies [1,2]. The production of biofuels from plant biomass such as grasses [3], woods [4,5] and lignocellulosic wastes [6], does not compete with food production and is called second generation (2G) biofuel [7].

In nature, the degradation of lignocellulosic biomass is catalysed by enzymes from various microorganisms such as saprobic fungi and bacteria [7]. Enzymes for biomass deconstruction, and many other industrial applications, are often derived from fungi from the *Trichoderma* and *Aspergillus* genera [1]. The overall aim of this study was to investigate the strategy that *Trichoderma reesei* employs to degrade complex lignocellulosic polysaccharides and compare this to the mechanism used by *Aspergillus niger* in order to provide novel insights which may prompt the development of new approaches for the production of 2G biofuels.

*Trichoderma* spp. and *Aspergillus* spp. have many industrial applications due to their production of very high levels of secreted enzymes [1,3,8]. This has led to the development of a wide selection of genetic tools in *T. reesei*, including random and targeted mutagenesis to create cellulase hyper-producing mutants [9,10], to elucidate regulatory mechanisms of pathways concerning the metabolism of simple sugars [11,12] and to target the *T. reesei* secretion system in order to produce higher protein yields through engineering more efficient and thermostable enzymes [2,9,13-17]. To date, the genome of *T. reesei* has been found to encode a total of 228 polysaccharide-degrading enzymes that represent 61 enzyme families [18]. This is similar to the total number (ca. 280) of carbohydrate-degrading enzymes in *A. niger*.

This study characterises the transcriptional changes associated with exposure to wheat straw using Next Generation RNA sequencing (RNA-seq) technology, with the aim of gaining an understanding of the steps leading to the deconstruction this complex lignocellulosic substrate. Comparing them to the mechanisms employed by *A. niger* previously described [3], will uncover relevant differences and similarities in lignocellulose degradation between both industrially important organisms. The cost of enzymes presents a major challenge in the cost-effectiveness of biofuel production [19], and the cost of enzymes can be reduced by a combination of factors. Firstly, the yield of enzymes from the fungal source should be maximised and, secondly, the most effective mix of functionalities is required. Other aspects such as the site of production of the enzymes are also important. Ground and autoclaved, but otherwise un-treated, wheat straw was used in this study but a variety of pre-treatments are possible when digesting lignocellulose for the generation of 2G biofuels. That will inevitably alter the fungal responses but an understanding of the mechanistic basis of those responses requires a base-line study with non-pre-treated material, as described here.

## Results and discussion

### The wheat straw –induced transcriptome of *T. reesei* QM6a

The *T. reesei* genome is 33.9 Mb in size with 9,126 predicted genes [20]. Transcriptomes were sequenced from replicated independent cultures under 3 different sets of conditions: 1) after growth from conidia for 48 h in the presence of glucose as sole carbon source, a monosaccharide which represses expression of many genes involved in plant cell wall degradation, 2) 24 h after transfer of washed mycelia from 1) into media containing ground wheat straw as the sole carbon source to monitor the induction of genes involved in polysaccharide deconstruction and 3) 5 h after addition of glucose to the straw cultures from 2) to determine genes responsive to carbon catabolite repression. 

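The 8 libraries analysed here came from *T. reesei* QM6a, the reference strain of this filamentous fungus: 3 cultures grown for 48 h in 1% glucose, 3 cultures moved to 1% ball-milled wheat straw for 24 h, and 2 straw cultures sampled 5 h after glucose was added. The paper's methods give duplicates for the 5 h glucose condition, and the labels give the same 8 libraries. The authors aligned 50 bp SOLiD reads in colour space to version 2 of the genome assembly with BioScope, removed reads from ribosomal RNA regions, and counted the uniquely aligned reads of the sense strand in each gene with HTSeq-count. The deposited values are these counts and the RPKM that the authors made from them, for 9126 gene models. Reads in genes came to 1704969, 1476537 and 1337099 for the 48 h glucose libraries, 2473359, 2540669 and 2997433 for 24 h straw, and 798550 and 950244 for 5 h glucose, so a gene at low level is measured least precisely after glucose addition. The RPKM values divide by a larger number than the reads in genes. Of this number, the reads in genes made up 10.1 to 12.2% at 48 h glucose, 18.2 to 20.2% on straw and 7.38 to 10.2% at 5 h glucose. RPKM summed over all genes was therefore 77592 to 97627 at 48 h glucose, 128956 to 140938 on straw and 69979 to 94130 at 5 h glucose, and a gene that keeps its share of gene reads has a higher RPKM on straw. As set before the data were examined, the tests used the counts, scaled between libraries by TMM. They were run in edgeR's quasi-likelihood model with all 8 libraries in one fit. Log2 fold changes below are those of this model, and levels are the deposited RPKM as mean ± SD. The first principal component of the log2 counts scaled by TMM held 67.8% of the variance and the second 23.1%. The straw cultures of replicates 1 and 3 were closer to each other (2.55% biological coefficient of variation) than either was to replicate 2 (13.4 and 13.7%) or than the 48 h glucose cultures were to each other (13.7 to 16.3%), and the 2 libraries of 5 h glucose differed by 24.9%. Replicates 1 and 3 still differed by more than the sampling noise (chi-square per degree of freedom 1.32, against 0.968 to 1.04 in 100 random splits of their summed reads). That test bears only on 1 library deposited 2 times with sampling noise alone. It cannot decide whether they shared a library, RNA, culture or preparation. They were counted as separate samples because the paper describes independent cultures. If they were not, the SDs and p-values for straw rest on fewer cultures than n = 3. The genes of Tables 1 and 2 were joined to the deposited gene models through their 3 mean RPKM values, which matched exactly 1 model within 0.01 RPKM for 65 of 65 genes.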

The ball milled wheat straw used in this study contained 37% cellulose, 32% hemicelluloses, 22 ± 0.1% lignin and was 25% crystalline [3]. Statistical tests [21-23] were applied to enable us to identify all genes which were significantly differentially expressed (p-value of <0.001 for all three tests) between the three conditions studied (see Additional file 1). 

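On straw, genes of several functions moved in both directions against 48 h glucose. The catalase gene 67538, for an enzyme that breaks down hydrogen peroxide, rose from 0.983 ± 0.220 (SD, n = 3) to 27.7 ± 9.59 (SD, n = 3) RPKM (log2 fold change 4.02), and *sod1*, the Cu/Zn superoxide dismutase gene, rose from 10.9 ± 2.06 to 206 ± 4.66 RPKM (3.44). The gene of cytochrome c peroxidase (49205), a mitochondrial peroxidase, went from 17.7 ± 0.773 to 2.81 ± 0.252 RPKM and fell by 3.47 on the log2 scale, and the Mn superoxide dismutase gene 66345 went from 80.0 ± 23.8 to 30.3 ± 5.57 RPKM and fell by 2.18. After glucose addition both genes rose again, by log2 fold changes of 3.47 and 2.02, although the rise of 66345 did not pass with limma on the RPKM scale (log2 fold changes of 0.73 and 0.75). The test compared 7211 of the 9126 genes, those with enough counts for edgeR's filter, at a Benjamini-Hochberg adjusted p under 0.05. Between 48 h glucose and 24 h straw, 2203 genes were higher and 2034 lower on straw, and 1495 and 1180 of these changed by at least 2-fold. Between 24 h straw and 5 h glucose, 2056 genes were higher and 2166 lower after glucose addition, 1430 and 1564 of them by at least 2-fold. Of the 2203 genes higher on straw, 1354 (61.5%) were lower after glucose addition, and of the 2034 lower on straw, 1159 (57.0%) were higher after it. Independent lists of these sizes would share 661.7 and 579.9 genes, and 20 simulations with no effect shared at most 1 gene. The former leaves out the straw libraries that both comparisons share and the latter leaves out the effects, so neither is a full reference, and part of the excess may come from the shared libraries. Scaling moves the split: limma on log2(RPKM + 1) called 4330 higher and 759 lower on straw (85.1% higher, against 52.0% by TMM) and 399 higher and 4934 lower after glucose (7.48% higher, against 48.7%).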

RPKM values were calculated for each of the biological replicates as well as for the combined mapping of all replicates at 48 h, 24 h straw and 5 h glucose (see Additional file 1). The results shown in this study are from the combined mapping scores and only inductions showing a significant score in all statistical tests are discussed.

### Expression of CAZy genes in *T. reesei* and comparison with *A. niger*

The degradation of plant cell wall carbohydrates is mediated by enzymes of four different classes: the carbohydrate esterases (CEs), the polysaccharide lyases (PLs), the glycoside hydrolases (GHs) and the auxiliary activities (AAs). These enzymes are classed, based on their primary amino acid sequence and related activity, into families in the Carbohydrate Active Enzyme database (CAZy) (http://www.cazy.org) [24]. Analysis of the *T. reesei* QM6a genome identified 22 CE-encoding genes representing 8 families, 5 PL-encoding genes representing 3 families, 195 GH-encoding genes, representing 49 families and 6 AA-encoding genes, representing 1 family [18]. The *A. niger* ATCC 1015 genome contains 25 CEs representing 9 families, 8 PLs representing 2 families, 239 predicted GHs representing 50 families and 7 AAs representing 1 family [25]. There are differences in the families of CEs, PLs and GHs encoded by the genomes of both fungi [18,20,25]. PLs are not as important as GHs and CEs for wheat straw degradation, as PLs mainly target pectin, a structure which is also degraded by enzymes of many GH families, including GH family 28 [26]. The family of AAs encoded by the genomes of *T. reesei* and *A. niger* (AA family 9) were formerly known as GH61s but were shown to be copper-dependent oxidases and have a different catalytic mechanism to the GHs [27]. Enzymes of AA family 9 play important accessory roles in enhancing lignocellulose degradation [28].

Carbohydrate esterases which play a role in lignocellulose degradation and which are encoded by *T. reesei* but not by *A. niger* belong to CE family 15. The genome of *T. reesei* encodes one CE family 15 glucuronoyl esterase [JGI:123940], also known as CIP2, which contains a cellulose binding module (CBM1) and which plays an important role in dissociating lignin from hemicelluloses through targeting the ester bonds between the aromatic alcohols of lignin and the glucuronic acid residues from the xylose backbone in hemicelluloses [29]. CE families 8 and 12 are present in *A. niger* but not in *T. reesei*[18,25] and the genome of *A. niger* encodes 3 CE family 8 pectin methylesterases involved in the de-esterification of pectin [30], and two CE family 12 rhamnogalacturonan acetylesterases involved in the deconstruction of plant cell wall pectin [31].

Glycoside hydrolases involved in lignocellulose deconstruction and encoded by *T. reesei* and not *A. niger* belong to GH families 39, 115 and 45 and assist in the degradation of xylan (GHs 39, 115) and cellulose (GH 45) [18]. In *A. niger*, proteins from GH families 26 and 51, which are not encoded by *T. reesei*, are involved in the degradation of hemicellulosic mannan and arabinan residues [26]. Furthermore, the genome of *A. niger* encodes proteins of GH families 53 and 88, which are involved in the degradation of pectin [25,26,32], inulinases and invertases belonging to GH family 32 and which degrade polysaccharides containing fructose and sucrose [25].

After 48 h growth in glucose, CAZy gene mRNA represented 1.14% of total RNA in *T. reesei* (c.f. 3% in *A. niger*, Figure 1), with proteins from GH families 16, 18 and 72 (glucanases, chitinases and glucanosyltransferases) representing approximately half (45%) of the total CAZy mRNA (Figure 2). Thus in *T. reesei*, low levels of mRNA from genes encoding enzymes involved in the degradation of complex carbohydrates, including hemicellulose and chitin, are present when the fungus is cultivated in glucose-based medium. In this medium many of these enzymes are likely to be involved in cell wall remodelling during hyphal extension as high growth rates are achieved in the presence of glucose in *T. reesei*[33]. In contrast, in *A. niger*, transcripts from the glucoamylase *glaA* gene accounted for over 65% of total CAZy mRNA in glucose medium [3]. 

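At 48 h glucose the 63 CAZy genes listed here held 0.100 ± 0.0047% (SD, n = 3) of the summed RPKM of all genes. The list covers the 33 genes of Table 1 and 30 genes with a CAZy family in the annotation at hand, which pairs 2171 of the 9126 gene models with a function, so each share of all RNA is a lower bound. A share within the list is no bound on a family's share of all CAZy RNA, as the genes left out could move it either way. Within the list, 42.9 ± 0.95% of the RPKM came from 65333, a GH15 gene, a family of glucoamylases that release glucose from starch, at 38.3 ± 5.73 RPKM. The GH16 family, glucanases active on β-glucans, followed with 9.96 ± 0.16% over 3 genes, of which 65406 was at 5.13 ± 0.849 and 66843 at 3.74 ± 0.873 RPKM. The only listed GH43 gene, 68064, annotated as β-xylosidase or arabinosidase, gave 9.45 ± 0.82% at 8.47 ± 1.70 RPKM, and 6 genes of GH18, the family of fungal chitinases, gave 5.92 ± 1.28%. No GH72 gene was among those listed. With shares of reads in place of RPKM, which gives long genes more weight, GH15 held 52.8% and GH16 5.41%. These shares are of *T. reesei* genes only and do not bear on the *A. niger* glucoamylase gene *glaA*.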

Induction of this gene in the presence of glucose and glucose-containing polysaccharides such as such starch has previously been described [34].

**Figure 1:**
**CAZy gene expression.** Comparison of the percentage of RNA transcripts corresponding to glycoside hydrolases, carbohydrate esterases and polysaccharide lyases in *T. reesei* and *A. niger* when grown for 48 h in glucose, transferred into straw-based media for 24 h and with the addition of glucose to straw-incubated cultures for 5 h. Error bars represent standard deviations of the percentage of RNA transcripts corresponding to GHs, CEs and PLs for all replicates.

**Figure 2:**
**CAZy enzyme families.** Proportions of total of CAZy gene mRNA from each enzyme family when mycelia were grown in glucose for 48 h, transferred to straw for 24 h and with the addition of glucose to straw-incubated cultures for 5 h. The enzyme families with the highest RNA percentage for each condition are indicated and listed in decreasing order of expression in the 24 h straw conditions.

Similarly to *A. niger*, transfer into straw-rich medium for 24 h caused an increase in CAZy gene mRNA in *T. reesei* albeit to a lesser extent than in *A. niger* (13.76% compared to 19% of total cellular mRNA, Figure 1). 

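On straw the 63 listed CAZy genes held 13.1 ± 0.65% (SD, n = 3) of the summed RPKM, with 12.7, 13.9 and 12.8% in the 3 cultures. Of the 54 listed genes with enough counts for the test, 45 were higher on straw, 4 were lower and 5 did not pass (46 higher and 4 lower when adjusted over the list alone), in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. As 33 of them were chosen by the study for their rise on these samples, this count is not independent evidence of its direction. A family GH30 gene outside Table 1, 69276, rose from a single read over the 48 h glucose libraries to 26.9 ± 1.76 RPKM. The chitinase-like gene *chi18-rel1* (65162, GH18) had 0 reads in the 48 h glucose libraries, where 3 reads would be the limit of detection, and 10.1 ± 2.13 RPKM on straw. The GH15 gene 65333 was at 37.7 ± 3.78 RPKM on straw and fell by 0.82 on the log2 scale of gene reads (adjusted p = 0.0014 from the same test), but had a log2 fold change of -0.01 with limma on the RPKM scale. The GH16 gene 66843, at 3.99 ± 0.446 RPKM, fell by 0.70 (adjusted p = 0.020 from the same test), and its sign turned on the RPKM scale (0.08 with a pseudocount of 1). Its call was also lost without 48 h glucose replicate 1, straw replicate 2 or straw replicate 3 (-0.57, -0.62 and -0.70) and with libraries thinned to the smallest total (-0.32). The GH43 gene 68064 was at 9.59 ± 1.91 RPKM. The straw share lay above the 48 h glucose share in every culture (exact two-sided permutation test, p = 0.1, the smallest that 3 against 3 allow).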

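Genes for cellulose and xylan breakdown rose on straw. The 9 genes grouped here under cellulose all rose, by log2 fold changes of 6.40 to 10.36. Among them are *cbh2* (cellobiohydrolase CEL6A, 72567), *egl1* (endoglucanase CEL7B, 122081) and *egl2* (endoglucanase CEL5A, 120312). The group also holds the xyloglucanase gene *cel74a* and the accessory genes *swo1* and *cip1*. *cbh2* went from 0.575 ± 0.198 to 861 ± 337 (SD, n = 3) RPKM and *egl2* from 0.357 to 472 ± 225 RPKM, while *egl1* had 2 reads over the 48 h glucose libraries and 91.0 ± 70.0 RPKM on straw. All 12 genes for xylan and its side chains rose (6.76 to 11.23), including the arabinofuranosidase gene *abf1* (123283; 0.490 to 92.0 ± 43.9 RPKM) and the GH11 xylanase gene *xyn5* (112392), which had 1 read at 48 h glucose and 64.8 ± 13.5 RPKM on straw. The 7 genes for mannan, galactan and pectin rose by 4.91 to 9.32, from the β-mannosidase gene 62166 (1.88 ± 0.314 to 98.7 ± 0.989 RPKM) up to the endomannanase gene *man1* (56996; 0.0894 to 108 ± 10.2 RPKM). The 3 β-glucosidase genes rose by 5.60 to 10.43 and 2 further glycosidase genes, 69944 (GH31) and 74198 (GH92), by 9.48 and 8.36. The genes *bxl1* (β-xylosidase, 121127) and *bgl1* (β-glucosidase, 76672) lie close together on scaffold 6, from 100991 to 103522 and from 104478 to 107104 (gene bounds of the RefSeq annotation of assembly version 2), and *bgl1* went from 4 reads in all at 48 h glucose to 106 ± 62.0 RPKM. Of these 33 genes, 33 passed edgeR's quasi-likelihood test at a Benjamini-Hochberg adjusted p under 0.05 and had every straw library above every 48 h glucose library; chance parts 3 libraries from 3 in either direction for 10% of genes. They were chosen by the study for this rise, so the count is not independent evidence of its direction. Their median RPKM was 0.575 at 48 h glucose and 227 on straw, and 4 of them had 3 or fewer reads at 48 h glucose, so that their fold changes depend on the prior count of the fit. Straw replicate 2 differed from replicates 1 and 3 for several genes, in both directions: *egl1* was at 172 RPKM there against 50.3 and 50.9 in replicates 1 and 3, and *abf1* at 41.3 against 118 and 117. This does not mark replicate 2 as deviating. Over all tested genes its coefficient of variation against the other straw cultures (13.4 and 13.7%) was near that between 48 h glucose cultures (13.7 to 16.3%). Replicates 1 and 3 were the unusually close pair (2.55%).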

Thirty-three *T. reesei* CAZy-encoding genes, representing 17 different GH families, 3 CE families, 1 AA family and including two accessory enzymes (SWO1 and CIP1), were transcriptionally up-regulated over 20-fold between 48 h glucose and 24 h straw samples and reached an expression level above 50 RPKM (Table 1). These results are in agreement with previous microarray data, which showed that genes encoding enzymes of GH families 3, 5, 11, 28, 30 and of AA family 9 (Table 1) were induced in *T. reesei* mycelia when grown in the presence of wheat straw [18]. Importance of these enzymes in plant cell wall deconstruction is suggested by the presence of well-characterised hydrolase genes such as those coding for BGL1, BGL2 and CEL1B (Table 1). The genome of *T. reesei* encodes 11 predicted β-glucosidases (GH families 1 and 3) which were shown to be functionally diverse and differently expressed in the presence of various carbon sources [18]. The extracellular *T. reesei* β-glucosidase BGL1 has been described as having transglycosylation activity in the presence of insoluble substrates such as crystalline cellulose, and is therefore possibly involved in cellulase gene induction by generating inducer molecules [11]. Moreover, it was also shown that deletion of the intracellular β-glucosidases BGL2 and CEL1B as well as BGL1 led to a significant delay in *cbh1* (cellobiohydrolase CEL7A) induction highlighting an important role for these enzymes in plant cell wall degradation [35]. 

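Xylanases of family GH11 made up the largest part of the listed CAZy RNA on straw, 25.1 ± 4.3% (SD, n = 3) of its RPKM, most of it from *xyn2*. GH7, with the cellobiohydrolase gene *cbh1* and the endoglucanase gene *egl1*, held 13.7 ± 2.4%. GH30, whose main member *xyn4* (111849) encodes a xylanase and reached 1219 ± 228 RPKM, held 7.41 ± 0.42%, and GH3, with *bxl1* at 1183 ± 207 RPKM, 7.30 ± 0.76%. AA9, the copper-dependent enzymes that cleave crystalline cellulose by oxidation, held 6.59 ± 0.87% over 3 genes, and CE5, with the 2 acetyl xylan esterases, 5.03 ± 0.98%. These 6 families, with 15 listed genes, held 65.1 ± 0.60% of the listed CAZy RPKM. RPKM divides by gene length, and as a share of reads the 6 families held 58.1%, with GH11 at 14.2%, GH7 at 16.8%, GH3 at 12.1% and CE5 at 2.91%. The denominator is the 63 listed genes, and no test was run on the ranking.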

Proteins from four GH families (3, 7, 11 and 30) including β-glucosidases, cellobiohydrolase CEL7A and xylanases; from AA family 9 (copper oxidoreductases) and from CE family 5 (acetyl xylan esterases) represented the majority (approximately 65%) of mRNA out of the total CAZy mRNA after 24 h incubation in the presence of straw in *T. reesei* (Figure 2). These proteins are likely to be the main enzymes required for wheat straw degradation. 

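Among the listed families on straw, GH67, which holds the single α-glucuronidase gene *glr1* (72526), took 5.83 ± 0.22% (SD, n = 3) of the CAZy RPKM, and *glr1* went from 0.856 ± 0.151 to 1025 ± 142 RPKM (log2 fold change 9.41, standard error 0.30). GH6, with *cbh2*, took 4.82 ± 1.36% and GH5, with *egl2* and *man1*, 3.25 ± 0.86%. GH1, the family of the β-glucosidases *bgl2* (120749) and *cel1b* (22197), took 3.23 ± 0.46%, with *bgl2* at 477 ± 128 and *cel1b* at 94.5 ± 12.7 RPKM. GH31, with the α-xylosidase-family gene 69944 at 328 ± 86.8 RPKM, took 1.91 ± 0.65%, and CE16, with the acetyl esterase gene *aes1* (121418) at 343 ± 13.9 RPKM, 1.96 ± 0.12%. GH28, with the polygalacturonase gene 103049 at 227 ± 144 RPKM and the rhamnogalacturonase gene *rgx1* (122780) at 130.0 ± 18.0 RPKM, took 2.10 ± 0.88%. GH62, with the arabinofuranosidase gene *abf2* (76210) at 224 ± 86.4 RPKM, took 1.32 ± 0.59%, and GH74, with the xyloglucanase gene *cel74a* (49081) at 214 ± 77.4 RPKM, 1.26 ± 0.54%. With SDs of this size, GH31, CE16 and GH28 cannot be ranked against each other from 3 cultures. Part of the spread lies between replicate 2 and the close pair of replicates 1 and 3: 103049 was at 61.6 RPKM in replicate 2 against 305 and 315 in replicates 1 and 3.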

In *T. reesei* and *A. niger*, transcript abundance from genes encoding GH family proteins 3, 5, 6, 7, 11, 30, 31 and 67 (glucosidases, cellobiohydrolases, xylanases and glucuronidases) and AA family 9 (copper oxidoreductases) was highest for both organisms (Table 1) indicating that both species use a similar array of GHs for wheat straw deconstruction. These results were in agreement with results from microarray studies, which showed the induction of genes encoding endoglucanases and mannanases (GH5), cellobiohydrolases (GH6 and 7), β-glucosidases (GH3), xylanases (GH11 and GH30), enzymes of AA family 9 and acetyl xylan esterases (CE5) in *T. reesei* mycelia when cultivated in the presence of wheat straw [18]. The same study described the induction of genes encoding enzymes from GH families 16, 18, 27, 55, 95 and 105 in the presence of wheat straw [18]. This is in contrast to the results presented here and is likely to be the cause of the use of different strains (RUTC30 [18] vs. QM6a), differently pre-treated wheat straw (steam explosion [18] vs. ball milled), different conditions (non-inducing, non-repressing [18] vs. repressing) and the use of different sequencing technologies (microarrays [18] vs. RNA-seq). An advantage of RNA-seq, when compared to microarrays, is that it is not limited to detecting transcripts that correspond to known genomic sequences, background signals are low and it does not have an upper limit for quantification [36]. As a consequence, RNA-seq allows for a large dynamic range of expression levels over which transcripts can be detected and has increased sensitivity for genes expressed at either very high or very low levels when compared to microarrays [36]. The patterns of expression of selected GH-encoding genes between 48 h glucose and 24 h straw was confirmed by qRT-PCR (see Additional file 2) and were in agreement with the RNA-seq data.

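In the RNA-seq counts, *cbh1* (123989), which encodes the main cellobiohydrolase CEL7A, rose from 1.57 ± 0.325 (SD, n = 3) RPKM at 48 h glucose to 2346 ± 609 (SD, n = 3) RPKM on straw, a 1499-fold ratio of means (log2 fold change 9.74, standard error 0.33, adjusted p = 7.2e-14 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The xylanase gene *xyn2* (123818), the most abundant transcript of Table 1, rose from 3.26 ± 0.863 to 3777 ± 284 RPKM (9.37, standard error 0.32, adjusted p = 7.2e-14 from the same test). The AA9 genes *cel61a* (73643) and *cel61b* (120961) rose from 0.716 ± 0.162 to 668 ± 86.7 RPKM and from 0.468 ± 0.189 to 476 ± 39.7 RPKM, by log2 fold changes of 9.05 and 9.18. *cbh1* lies on scaffold 29 from 332378 to 334401 and *xyn2* on scaffold 27 from 125447 to 126445. For these 4 genes every straw culture lay above every 48 h glucose culture, and the lowest straw value of *cbh1* was 1994 RPKM.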

**Table 1:** Straw-induced CAZy genes

**Transcript ID**	**Annotation **[18]	**CAZy Family**	**48 h Glucose RPKM**	**24 h Straw RPKM**	**5 h Glucose RPKM**
123818	Endo-β-1,4-xylanase, *xyn2*	GH11	3.26	3776.93	3.72
123989	Cellobiohydrolase, *cbh1*	GH7	1.57	2345.54	2.38
111849	Endo-β-1,4-xylanase, *xyn4*	GH30	1.18	1219.13	0.99
121127	Beta-xylosidase, *bxl1*	GH3	0.85	1182.53	2.15
72526	Alpha-glucuronidase *glr1*	GH67	0.86	1024.64	0.71
72567	Cellobiohydrolase, *cbh2*	GH6	0.58	861.40	0.92
73632	Acetyl xylan esterase, *axe1*	CE5	0.77	676.15	0.56
73643	Copper-dependent monooxygenase, *cel61a*	AA9	0.72	668.44	1.03
123992	Swollenin, contains CBM1, *swo1*	Not determined	3.94	592.13	2.08
74223	Endo-β-1,4-xylanase, *xyn1*	GH11	0.32	500.83	0.05
120749	Beta-glucosidase, *bgl2*	GH1	1.53	476.91	9.38
120961	Copper-dependent monooxygenase, *cel61b*	AA9	0.47	476.22	0.40
120312	Endo-β-1,4-glucanase, *egl2*	GH5	0.36	471.52	0.22
121418	Acetyl Esterase, *aes1*	CE16	0.27	342.73	0.32
69944	Candidate α-xylosidase/α-glucosidase	GH31	0.26	327.82	0.20
73638	Candidate cellulose binding protein, CBM1, *cip1*	Not determined	0.25	323.47	0.41
103049	Candidate endo-polygalacturonase	GH28	0.33	227.26	0.27
76210	Alpha-L-arabinofuranosidase, *abf2*	GH62	0.36	224.30	0.04
54219	Acetyl xylan esterase	CE5	0.04	216.93	0.16
49081	Xyloglucanase, *cel74a*	GH74	1.22	213.92	0.60
122780	Candidate exo-rhamnogalacturonase, *rgx1*	GH28	0.84	130.03	2.04
56996	Beta-mannanase, *man1*	GH5	0.09	108.27	0.15
76672	Beta-glucosidase, *bgl1*	GH3	0.04	105.71	0.22
62166	Beta-mannosidase	GH2	1.88	98.68	4.04
22197	Beta-glucosidase, *cel1b*	GH1	1.11	94.50	1.42
123283	A;lpha-L-arabinofuranosidase I, *abf1*	GH54	0.49	91.97	0.39
122081	Endo-β-1,4-glucanase, *egl1*	GH7	0.03	91.03	0.14
123940	Glucuronoyl esterase, *cip2*	CE15	0.05	87.99	0.13
80240	Beta-galactosidase, *bga1*	GH35	0.61	87.67	0.18
124016	Alpha-galactosidase, *agl2*	GH36	0.76	82.70	0.59
74198	Candidate α-1,2-mannosidase	GH92	0.12	72.91	0.03
112392	Candidate endo-β-1,4-xylanase, *xyn5*	GH11	0.04	64.84	0.10
110894	Candidate endo-β-1,6-galactanase	GH30	0.58	57.01	0.20

Highly expressed CAZy-encoding genes with an RPKM value greater than 50 at 24 h straw and an over 20-fold expression between 48 h glucose and 24 h straw.

Although both fungi seem to use a similar array of GHs, they up-regulate the expression of different CE-encoding genes. Whereas transcripts from CE family 1 were most abundant in *A. niger* (~10% of total CAZy mRNA), transcript levels of genes encoding proteins in CE family 5 were highest in *T. reesei* (~5% of total CAZy mRNA). This is an agreement with previous microarray studies [18]. The genome of *T. reesei* encodes 3 acetyl xylan esterases and 1 cutinase, all belonging to CE family 5 [18]. The highest expression values were recorded for 2 acetyl xylan esterases [JGI:73632, JGI:54219] one of which contains a CBM1 module [JGI:73632]. 

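The acetyl xylan esterase gene *axe1* (73632) rose from 0.772 ± 0.243 (SD, n = 3) RPKM at 48 h glucose to 676 ± 139 (SD, n = 3) RPKM on straw (log2 fold change 8.94, standard error 0.29, adjusted p = 5.6e-14 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The other acetyl xylan esterase gene, 54219, had 1 read over the 48 h glucose libraries and 5684 over the straw libraries, or 217 ± 131 RPKM, and its fitted log2 fold change of 11.23 rests on that single read. Both genes were highest in the culture of replicate 2, by different amounts: *axe1* was at 836 RPKM in replicate 2 against 585 and 608 in replicates 1 and 3, and 54219 at 368 against 145 and 138. Both lie on scaffold 1, *axe1* from 520228 to 521336, close to *cip1* and *cel61a*, and 54219 from 2974094 to 2974863. After glucose addition *axe1* was at 0.559 ± 0.334 RPKM (SD, n = 2; log2 fold change against straw -9.06) and 54219 at 2 reads. The third esterase gene of Table 1 for xylan side chains, *aes1*, rose by 9.48, and the glucuronoyl esterase gene *cip2* (123940, CE15) went from 3 reads to 88.0 ± 5.91 RPKM.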

Acetyl xylan esterases remove acetyl groups at *O*-2 and *O*-3 positions of the xylose chain in arabinoglucuronoxylans [5], a process which has been shown to significantly enhance subsequent hydrolysis of xylans and cellulose [37]. The genome of *A. niger* encodes 3 CE family 1 members: one acetyl xylan esterase, one feruloyl esterase and one un-defined esterase [25]. Expression values of the acetyl xylan esterase and the feruloyl esterase were very high in the presence of straw [3]. Feruloyl esterases cleave ferulic acid groups which are esterified to the 5′-OH of arabinofuranosyl groups (arabinose residues linked to *O*-2 or *O*-3 of xylose) and which can be covalently linked to lignin or other ferulic acid groups in xylans [5]. It appears that the enzyme mix secreted by *A. niger* aids in loosening the lignin-hemicellulose structure in addition to de-acetylating the xylan backbone in order to allow access of other CAZymes to the underlying hemicellulose and cellulose polysaccharides. Thus the bulk of GH and AA enzymes used to degrade straw are from the same GH and AA families in both organisms, whereas different CE family members are used suggesting that both fungi specialised also in the cleavage of different bonds found within plant cell walls.

Not surprisingly, transcript abundance of PL-encoding genes was very low in both fungi (~0.012% of total CAZy mRNA in *T. reesei* and ~0.5% of total CAZy mRNA in *A. niger*), confirming that PLs do not play an important role in wheat straw degradation (as mentioned above). Similar results were obtained through previous microarray studies [18].

*T. reesei* also highly induced the transcription of genes encoding proteins other than hydrolases, which have been proposed to be involved in enhancing cellulose degradation (Table 1). One such enzyme is the expansin-like swollenin, *swo1* (Table 1), thought to play a role in the loosening of the plant cell wall by disrupting hydrogen bonds between plant polysaccharides, thus increasing cell wall area and access of hydrolytic enzymes (such as cellulases) to the underlying polymers [38]. Another enzyme, CIP1 (Table 1), which contains a CBM belonging to family 1, is thought to enhance cellulose hydrolysis [9]. Transcript levels of *cip1* were also detected in the presence of sophorose and regulation of this gene is the same as for other well characterised cellulases (e.g. *cbh1*), indicating a potential role for this protein in cellulose degradation [39]. 

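*swo1* (123992), which encodes the expansin-like protein swollenin that loosens cellulose without hydrolysing it, rose from 3.94 ± 0.566 (SD, n = 3) RPKM at 48 h glucose to 592 ± 306 (SD, n = 3) RPKM on straw (log2 fold change 6.40, standard error 0.36, adjusted p = 2.8e-11 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *cip1* (73638), whose product carries a cellulose-binding module, rose from 0.246 ± 0.155 to 323 ± 54.0 RPKM (9.52, standard error 0.33, adjusted p = 7.2e-14). After glucose addition *swo1* was at 2.08 ± 0.622 RPKM (SD, n = 2) and *cip1* at 0.412 ± 0.386 RPKM, log2 fold changes against straw of -6.76 and -8.53. On scaffold 29 *swo1* lies from 342967 to 344755, between *cbh1* and the xylanase gene *xyn4* (346861 to 348532), and on scaffold 1 *cip1* lies from 523039 to 524216, between *axe1* and *cel61a* (524767 to 526117). The straw cultures differed more for *swo1*, at 419, 946 and 412 RPKM, than for *cip1*, at 289, 386 and 296 RPKM. The starting level of *swo1* was the highest of the 33 genes of Table 1 at 48 h glucose.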

Our results show that genes encoding both enzymes are highly induced in the presence of straw and that they are regulated similarly to CAZy enzymes-encoding genes, suggesting that these enzymes could be key players in wheat straw degradation. Genes encoding CIP1 and swollenins are absent from the genome of *A. niger*.

Addition of glucose to the straw cultures exerted strong carbon catabolite repression of the CAZy-encoding genes, and CAZy transcript abundance decreased to 0.82% in *T. reesei* (1.4% in *A. niger*, Figure 1) of the total cellular mRNA, with members from GH families 16, 17, 67 and 72 (glucosidases, glucuronidase and glucanosyltransferases) (and GH15 in *A. niger*) being the most expressed CAZy genes under this condition in *T. reesei* (Figure 2).

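At 5 h after glucose addition, the genes of Table 1 were back near their starting levels: their median was 0.400 RPKM, against 227 on straw. *cbh1* was at 2.38 ± 0.638 (SD, n = 2) RPKM, 0.101% of its straw level, with a log2 fold change of -8.69 (standard error 0.39, adjusted p = 7.4e-12 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and *xyn2* at 3.72 ± 1.43 RPKM fell by 8.77 on the log2 scale. *cbh2* and *bxl1* were at 0.923 ± 0.159 and 2.15 ± 0.309 RPKM, *glr1* at 0.709 ± 0.295 RPKM, and the xylanase gene *xyn1* (74223), at 501 ± 54.9 RPKM on straw, was left with 1 read. All 33 genes were lower than on straw by this test, with log2 fold changes of -11.40 to -3.36. As the study chose them for their rise on straw, they are not independent evidence of direction. The smallest falls were those of the β-mannosidase gene 62166 (to 4.04 ± 1.04 RPKM), the β-glucosidase gene *bgl2* (to 9.38 ± 0.550 RPKM; -4.34), *rgx1* (to 2.04 RPKM; -4.71) and *cel1b* (-4.73). Against 48 h glucose, 7 of the 33 were still higher at 5 h glucose, 1 was lower and 25 did not pass (5 and 0 when adjusted over the list alone). The 3 β-glucosidase genes were among those higher, *bgl2* by a log2 fold change of 3.13, and *bga1* (80240), a β-galactosidase gene, was the lower one (-1.43, adjusted p = 0.048 from the same test). The calls of *bgl1*, *cel1b* and *bga1* were lost when single libraries were left out (log2 fold changes of 1.97, 0.45 and -1.17 without 5 h glucose replicate 2) and with limma on log2(RPKM + 1). That of *cel1b* was also lost with the replicate block, total count scaling, no filter, 2 conditions only and the RPKM denominator (0.35 to 0.85). Of the 54 CAZy genes with enough counts, 49 were lower than on straw and 5 higher, among them the GH16 genes 65406, at 14.3 ± 8.47 RPKM (1.69), and 66843 (1.40), neither of which passed with limma on the RPKM scale (0.37 and 0.09) or with counts scaled by the RPKM denominator. The call of 66843 was also lost without 5 h glucose replicate 1 (0.81). Against 48 h glucose 15 were higher, 4 lower and 35 did not pass (13 and 3 when adjusted over the list alone). The 63 listed CAZy genes held 0.0882 ± 0.0087% (SD, n = 2) of the summed RPKM, a lower bound because the annotation is partial, and within it GH16 held 24.8 ± 8.7%, GH1 15.6 ± 5.5%, GH18 10.7 ± 0.15% and GH67 0.952 ± 0.12%, with no GH17 or GH72 gene listed. Both 5 h glucose libraries had a lower share than every straw library (exact two-sided permutation test, p = 0.1, the smallest that 3 against 2 allow). The paper states that adding glucose exerted carbon catabolite repression on the CAZy genes, and in the same sentence that their transcripts fell to a small part of all mRNA.

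**Figure D1:**
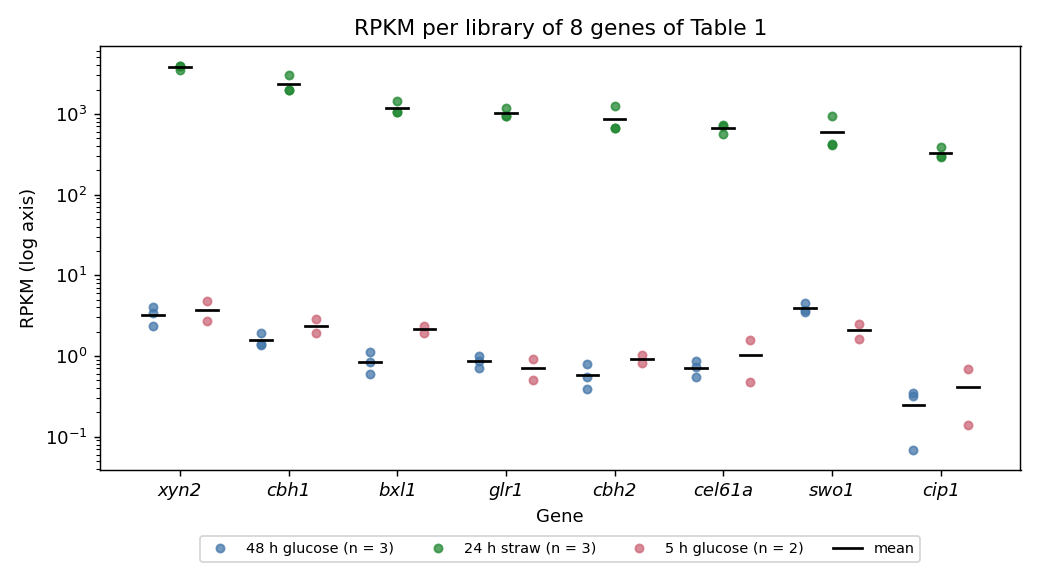
RPKM (log axis) of 8 genes of Table 1 in each library, by condition; points are libraries (3, 3 and 2) and bars are means. Each straw library of *xyn2* lies between 3450.3 and 3959 RPKM, and its 5 h glucose libraries are at 4.73 and 2.70 RPKM.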

### Expression of non-CAZy genes in *T. reesei* and comparison with *A. niger*

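Abundant transcripts outside the CAZy list that rose on straw included *aox1* (80659), an alcohol oxidase gene that went from 0.954 ± 0.228 (SD, n = 3) RPKM at 48 h glucose to 1619 ± 32.7 (SD, n = 3) RPKM (log2 fold change 9.92, standard error 0.30, adjusted p = 4.8e-14 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The transporter gene 3405 rose from 1.14 ± 0.150 to 1658 ± 209 RPKM (9.69), and the gene 80340, annotated as a mannosyltransferase, from 0.181 to 118 ± 69.2 RPKM (8.47). In all, 85 genes had a mean above 50 RPKM on straw, a ratio of mean RPKM above 20 and an adjusted p under 0.05. Of these, 33 are the genes of Table 1, 32 are the genes of Table 2 and 20 are in neither table. Of those 20, 5 have an annotation at hand. They are 65741, annotated as a tryptophanyl-tRNA synthetase (1.39 to 58.4 RPKM), 65735, a cysteine peptidase of family C1B (3.12 to 84.6 RPKM), 60482 (2.31 to 67.9 RPKM) and 74580 (0.745 to 93.9 RPKM) of unknown function, and 55272, and were named after their values were seen. The Table 2 genes had a median of 0.640 RPKM at 48 h glucose and 115 on straw, and 32 of 32 passed the test, in a list that the study chose for this rise and that is no independent evidence of direction. With fold and level required in every replicate 73 genes met the criteria, 28 of Table 2 and 16 in neither table.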

Thirty-two genes in *T. reesei* which do not encode CAZy enzymes were up-regulated more than 20-fold and reached an RPKM greater than 50 after transfer for 24 hours from glucose to straw-based media (Table 2). In *A. niger*, highly induced genes encoding non-CAZy proteins were divided into 5 broad categories [3]. Interestingly, genes belonging to 4 of these functional categories (lipase, surface interacting proteins, enzymes of the carbon and nitrogen metabolism and transporters) were also highly induced in *T. reesei* suggesting a similar approach for both organisms when responding to the presence of ground wheat straw. Moreover, two more broad functional categories could be defined in *T. reesei* under these criteria: proteins involved in gene regulation and oxidation-related enzymes (Table 2).

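In the category of carbon and nitrogen metabolism, 6 of 6 genes of Table 2 rose on straw, by log2 fold changes of 3.56 to 8.74. The category includes the glutamine synthetase gene 123009, for the enzyme that fixes ammonium into glutamine, which went from 7.90 ± 1.06 (SD, n = 3) to 214 ± 47.8 (SD, n = 3) RPKM (3.95, adjusted p = 1.9e-11 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The 11 transporter genes rose by 4.41 to 9.69, the 5 surface protein genes by 7.51 to 9.01, and the single lipase gene by 4.51. These categories were drawn up by the study from genes that rose on these samples, so their direction is not independent evidence. After glucose addition all 11 transporter genes and the lipase gene were lower than on straw, 4 of 5 surface protein genes were lower and 1 did not pass, and 5 of 6 metabolic genes were lower. Glutamine synthetase was the exception, at 176 ± 21.1 RPKM (SD, n = 2) with a log2 fold change against straw of 1.01 (adjusted p = 4.1e-04 from the same test). It turned to -0.26 with limma on the RPKM scale and to -0.28 with counts scaled by the RPKM denominator, a setting chosen after the data were seen. Against 48 h glucose it stayed higher under each scaling (log2 fold change 4.96). Over the 32 genes, 20 were still higher at 5 h glucose than at 48 h glucose, 1 was lower and 11 did not pass (21 and 1 when adjusted over the list alone).

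**Figure D2:**
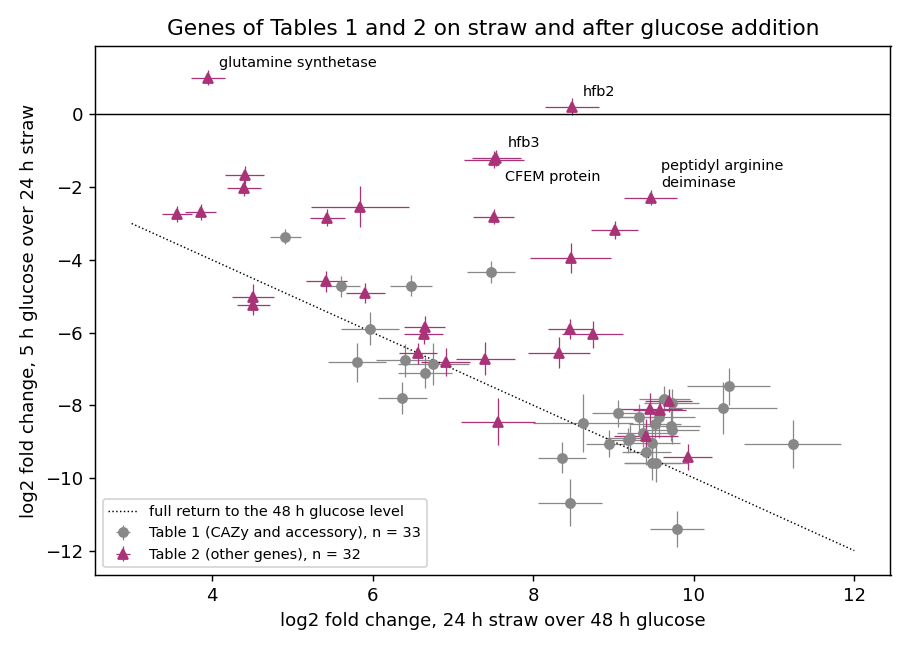
Log2 fold change after glucose addition (5 h glucose over 24 h straw) against that on straw (24 h straw over 48 h glucose) for the 33 genes of Table 1 and the 32 of Table 2, with bars of 1 standard error; the dotted line marks a full return to the 48 h glucose level. The points above 0 on the vertical axis are *hfb2* (0.22, not past the test) and glutamine synthetase (1.01), both of which turn negative when libraries are scaled by the RPKM denominator.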

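Of the 3 genes grouped under gene regulation, 108357 encodes a C2H2 zinc finger regulator and rose from 0.616 ± 0.101 (SD, n = 3) to 109 ± 11.6 (SD, n = 3) RPKM on straw (log2 fold change 6.64), then fell by 6.03 on the log2 scale after glucose addition. The SNF2-family helicase gene 44747, of the class that remodels chromatin, rose from 6.21 ± 1.48 to 228 ± 22.3 RPKM (4.40) and was at 23.4 ± 5.16 RPKM after glucose addition, still above 48 h glucose (2.38). The peptidyl arginine deiminase gene 80980 went from 4 reads to 119 ± 13.4 RPKM (9.46) and was still at 10.1 ± 1.63 RPKM at 5 h glucose. The 6 oxidation-related genes rose by 3.86 to 9.92 and were all lower after glucose, by log2 fold changes of -9.42 to -2.69. They include 56840, an oxidoreductase gene of the GFO/IDH/MocA family (1.93 to 408 ± 151 RPKM; 6.91), the flavin monooxygenase gene 76696 (0.671 to 111 ± 20.9 RPKM), the methanol oxidase gene 123978 (0.205 to 61.5 ± 28.7 RPKM) and the catalase/peroxidase gene 123827 (4.13 ± 0.371 to 105 ± 4.15 RPKM; 3.86). The catalase/peroxidase gene was the 1 gene of the 6 that remained higher than at 48 h glucose, at 6.58 ± 0.0776 RPKM (1.17). All 9 genes passed edgeR's quasi-likelihood test in both contrasts at a Benjamini-Hochberg adjusted p under 0.05, and the study chose them for their rise, so the count is not independent evidence.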

**Table 2:** Straw-induced non-CAZy genes

**Transcript ID**	**Annotation**	**48 h Glucose RPKM**	**24 h Straw RPKM**	**5 h Glucose RPKM**
**Lipases**				
64397	Ceramidase family protein, associated to cellulase signal transduction	2.40	95.94	1.08
**Surface interacting proteins**				
119989	HFB2, class II hydrophobin	0.79	503.22	262.84
74282	QI74 orthologue, cell wall protein	0.30	272.50	12.53
123967	HFB3, class II hydrophobin	0.54	182.32	33.50
104277	Cell wall protein, contains HsbA conserved domain	0.15	87.68	0.29
124295	Cell wall protein with a CFEM domain	0.17	58.28	9.80
**Enzymes of carbon and nitrogen metabolism**				
107776	Xylose reductase XYL1	2.79	294.24	4.42
123009	Glutamine synthetase	7.90	214.02	176.34
80340	Alpha1,6-mannosyltransferase	0.18	117.78	3.34
120784	Aldose-1-epimerase	1.43	106.24	1.96
81271	Xylitol dehydrogenase XDH1	3.58	74.44	4.64
49753	L-arabinitol 4-dehydrogenase LAD1	0.07	55.57	0.32
**Transporters**				
3405	MFS (major facilitator superfamily) permease	1.14	1658.36	2.94
50894	MFS permease	0.37	466.75	0.60
104072	Xylose transporter	0.27	324.06	0.30
69957	MFS permease	0.24	314.19	0.48
82309	Predicted MFS transporter	0.47	152.99	0.17
120017	Oligopeptide transporter	1.84	141.28	8.13
106330	MFS transporter	0.52	92.17	0.65
50618	MFS transporter	0.14	88.17	0.58
38812	Iron transporter	0.66	68.02	5.06
80863	MFS transporter	1.80	67.87	9.25
46794	Oligopeptide transporter	0.17	56.32	3.48
**Gene regulation**				
44747	SNF2 family helicase	6.21	228.14	23.38
80980	Peptidyl arginine deiminase	0.09	118.95	10.07
108357	C_2_H_2_ transcriptional regulator	0.62	108.73	0.65
**Oxidation-related**				
80659	Alcohol oxidase AOX1	0.95	1618.88	1.03
56840	GFO_IDH_MocA dehydrogenase	1.93	407.87	1.56
76696	Flavin-containing monooxygenase	0.67	111.38	0.49
123827	Bifunctional catalase/peroxidase	4.13	105.08	6.58
22771	Dehydrogenase	2.01	79.27	1.02
123978	Methanol oxidase	0.21	61.55	0.24

Highly expressed non-CAZy-encoding genes with an RPKM value greater than 50 at 24 h straw and an over 20-fold expression between 48 h glucose and 24 h straw.

#### Lipases

In *T. reesei*, one lipase-encoding gene had a similar transcriptional pattern to many GH and CE-encoding genes. 

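The lipase gene 64397, annotated as a neutral ceramidase, lies on scaffold 14 from 753913 to 756189 and rose from 2.40 ± 0.581 (SD, n = 3) RPKM at 48 h glucose to 95.9 ± 6.21 (SD, n = 3) RPKM on straw, a 40.0-fold ratio of means (log2 fold change 4.51, standard error 0.21, adjusted p = 1.9e-12 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). After glucose addition it was at 1.08 ± 0.307 (SD, n = 2) RPKM, and fell by 5.23 on the log2 scale. It was the 1 gene of Table 2 that was lower at 5 h glucose than at 48 h glucose (-0.72, adjusted p = 0.040 from the same test). This call was lost under 7 alternative settings with the same threshold, at log2 fold changes of -0.78 to -0.58, and at the threshold of 0.001. Among 5 lipase and cutinase genes with an annotation and enough counts, 3 were higher on straw and 2 lower, and 2 were higher and 3 lower after glucose addition (3 and 1, and 0 and 3, with counts scaled by the RPKM denominator). Against 48 h glucose 1 was higher, none was lower and 4 did not pass at 5 h glucose. One of these, the esterase/lipase gene 62230, went from 3.52 ± 1.05 to 57.0 ± 14.4 and then 12.4 ± 2.07 RPKM. The 5 genes were picked by annotation and do not include the lipase gene of Table 2, the ceramidase gene 64397.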

The gene contains a secretion signal and encodes a protein belonging to the neutral/alkaline non-lysosomal ceramidase family which hydrolyse the sphingolipid ceramide into sphingosine and free fatty acid, bioactive lipids serving as cellular messengers [40]. The alkaline ceramidase described here is thought to be involved in cellulase signal transduction [41]. NCBI BLASTP analysis revealed the protein encoded by this gene [JGI:64397] to be highly similar to a ceramidase [JGI:120161] in *A. niger*, which was also highly induced in the presence of straw [3]. It is possible that this ceramidase is secreted with, and maybe regulated in a similar manner to the CAZy enzymes and participates in wheat straw deconstruction, although expression of this gene in the presence of other lignocellulosic substrates requires further characterisation. This gene presents an interesting candidate for future studies on enzymes which could be involved in plant cell wall degradation.

#### Hydrophobic surface interacting proteins

Five genes encoding two hydrophobins and three cell wall proteins were induced in *T. reesei* when switching from glucose to straw and all genes were repressed when glucose was added to the cultures. These genes have a transcriptional profile similar to many genes of the CAZy group. 

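The hydrophobin gene *hfb2* (119989), for a small amphipathic protein of the aerial surface, rose from 0.792 ± 0.0353 (SD, n = 3) RPKM at 48 h glucose to 503 ± 66.0 (SD, n = 3) RPKM on straw (log2 fold change 8.48, standard error 0.33), and *hfb3* (123967) from 0.537 ± 0.415 to 182 ± 25.8 RPKM (7.54, 0.30). The cell wall protein genes rose as well: the QI74 orthologue 74282 from 0.301 ± 0.148 to 273 ± 38.3 RPKM (9.01), HsbA 104277 from 3 reads to 87.7 ± 4.47 RPKM, and the CFEM-domain gene 124295 from 4 reads to 58.3 ± 8.93 RPKM. After glucose addition they moved by very different amounts. HsbA was left with 4 reads (log2 fold change -6.55) and QI74 was at 12.5 ± 2.14 (SD, n = 2) RPKM (-3.17), while *hfb3* at 33.5 ± 10.0 RPKM and CFEM at 9.80 ± 0.685 RPKM fell by 1.20 and 1.24 on the log2 scale (adjusted p = 1.5e-04 and 2.4e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *hfb2* was at 391 and 135 RPKM in the 2 cultures, with a log2 fold change of 0.22 (standard error 0.23, adjusted p = 0.43 from the same test). This value turned to -1.12 with limma on the RPKM scale and to -0.94 with counts scaled by the RPKM denominator, and was 0.55 without 5 h glucose replicate 2 (adjusted p = 0.018 in edgeR's test, with the lone library assumed to vary like the other groups). Against 48 h glucose, *hfb2*, *hfb3*, QI74 and CFEM stayed higher at 5 h glucose, by 8.70, 6.34, 5.84 and 6.27, and HsbA did not pass (1.77, adjusted p = 0.19 from the same test) unless 5 h glucose replicate 1 was left out (2.68).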

Hydrophobins can adsorb to hydrophobic surfaces and to interfaces between hydrophobic and hydrophilic phases, thus mediating the interaction of the fungus with its environment [42,43]. In *Aspergillus oryzae*, the hydrophobin RolA recruits the esterase CutL to the synthetic polyester polybutylene succinate-*co*-adipate (PBSA) and promotes its degradation [43]. A similar role for the two highly expressed hydrophobins of *T. reesei* could therefore be envisaged, as has been proposed for two *A. niger* hydrophobin-encoding genes which were also highly induced in the same conditions [3]. The other three highly induced cell wall protein-encoding genes are likely to also have a role in mediating interactions of the fungus with a solid substrate. The QI74 cell wall protein-encoding gene has been shown to be induced in *Trichoderma harzianium* when replacing glucose medium with chitin, simulating mycoparasitic conditions [44]. NCBI BLASTP analysis of the protein encoded by the gene with transcript ID 104277 (Table 2) revealed the presence of putative conserved domain which is also found in the HsbA (hydrophobic surface binding protein A) superfamily; an enzyme family which differs in structure and mechanism of surface interaction, when compared to hydrophobins [43]. In *A. oryzae*, HsbA also recruits the cutinase CutL to PBSA to promote its degradation [43]. The third gene [JGI:124295] described here, encodes a cell wall protein with a predicted extracellular CFEM (conserved fungal specific extracellular membrane-spanning) domain. Some Pth11-like GPCRs (G-protein coupled receptors) have associated CFEM domains and are important for sensing surface cues [45,46]. Pth11-like GPCRs were first described in *Magnaporthe grisea*, where they play an essential role in plant host invasion and pathogenicity [45,46]. The observation of the induction of hydrophobic surface interacting protein-encoding genes in both *T. reesei* and *A. niger* suggests that the recognition of solid surfaces is an important step in the fungal response to the plant cell wall and further experiments are required to confirm this. Nevertheless, genes encoding hydrophobic surface interacting proteins present interesting candidates which potential roles in enhancing lignocellulose degradation.

#### Transporters

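The MFS gene 3405, on scaffold 6 from 1355561 to 1357331, was at 2.94 ± 0.564 (SD, n = 2) RPKM 5 h after glucose was added, 0.177% of its straw level (log2 fold change -7.87, standard error 0.32, adjusted p = 3.5e-12 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The MFS genes 50894 and 69957 rose from 0.374 to 467 ± 170.0 (SD, n = 3) and from 0.235 to 314 ± 37.9 RPKM on straw, and 82309 from 0.466 to 153 ± 80.6 RPKM. The gene 69957 lies on scaffold 31 from 179270 to 181052, beside the GH31 gene 69944 (182991 to 185420). The xylose transporter gene 104072 rose from 0.272 ± 0.0941 to 324 ± 119.6 RPKM and was at 0.297 ± 0.102 RPKM at 5 h glucose (log2 fold changes 9.40 and -8.85). The oligopeptide transporter genes 120017 and 46794 reached 141 ± 20.3 and 56.3 ± 1.41 RPKM and fell by 2.84 and 2.81 on the log2 scale, and the MFS gene 80863 fell least, from 67.9 ± 21.5 to 9.25 ± 4.65 RPKM (-1.67). The straw mean of the iron transporter gene 38812 was set mostly by 1 culture, with 147 RPKM in straw replicate 2 against 29.3 and 27.6 in replicates 1 and 3 (log2 fold change on straw 5.84, standard error 0.61). All 11 genes were higher on straw and lower after glucose addition by the same test, and 7 were still higher at 5 h than at 48 h glucose (8 when adjusted over the list alone). The study chose them for their rise on straw, so this is not independent evidence. Over 25 MFS genes picked by annotation, 8 of them also in Table 2 and so not independent evidence, 18 were higher on straw, 6 lower and 1 did not pass, and 5 were higher, 17 lower and 3 not past after glucose addition. Set against 48 h glucose, 9 were higher and 2 lower at 5 h glucose (8 and 1 when adjusted over the list alone, and 5 and 5 with counts scaled by the RPKM denominator). One of those lower on straw was 62380, annotated as a possible galactose permease, from 15.3 ± 2.94 to 5.01 ± 0.863 RPKM (-2.40).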

Eleven genes, encoding seven transporters of the major facilitator superfamily (MFS), one xylose transporter, two oligo-peptide transporters and one iron transporter were highly transcribed in straw and repressed in glucose-rich conditions. The MFS superfamily is a large family of transporters which can be divided into a further 17 families of which families 1, 5 and 7 mediate monosaccharide (hexoses, pentoses) and oligosaccharide transport into the cell by coupling it to proton symport or antiport [47]. The first gene listed in Table 2 [JGI:3405] is possibly involved in hexose and disaccharide transport as NCBI BLASTP analysis of the encoded protein [JGI:3405] revealed 75% amino acid sequence identity to a hexose transporter from *Glomerella graminicola*[48] and 74% identity to a lactose permease from *Verticillium dahlia*. This transporter may belong to family 1 of MFS transporters which couple sugar uptake to proton symport and which are involved in the uptake of galactose, quinate, lactose, maltose and α-glycosides [47]. NCBI BLASTP analysis of the protein [JGI:50894] encoded by the second gene listed in Table 2 [JGI:50894] revealed 76% sequence identity to a high affinity glucose transporter from *Gaeumannomyces graminis* and it may belong to family 7 of MFS transporters which couple hexose to proton import and are involved in the uptake of fucose, galactose and glucose [47]. The induction of transporter-encoding genes after 24 h in the presence of straw indicates that the cellulose and hemicellulose fractions of the wheat straw are being degraded, subsequently releasing simple sugars which are taken up by the fungus.

#### Carbon metabolism

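*xyl1* (107776), whose product reduces xylose to xylitol, rose from 2.79 ± 0.472 (SD, n = 3) RPKM at 48 h glucose to 294 ± 34.9 (SD, n = 3) RPKM on straw, a 105-fold ratio of means (log2 fold change 5.91, standard error 0.25, adjusted p = 5.6e-13 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *xdh1* (81271), whose product oxidises xylitol to xylulose, rose from 3.58 ± 0.503 to 74.4 ± 1.27 RPKM, a ratio of 20.8 (3.56, standard error 0.19, adjusted p = 1.2e-11 from the same test). The ratios of RPKM are not scaled by TMM and lie above the folds of the fit for both genes. At 5 h after glucose addition *xyl1* was at 6.67 and 2.17 RPKM in the 2 cultures and *xdh1* at 4.64 ± 0.746 (SD, n = 2) RPKM, log2 fold changes against straw of -4.92 and -2.73.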

As in *A. niger*[3], genes of the xylose utilisation pathway such as xylose reductase XYL1 (Table 2) and xylitol dehydrogenase XDH1 (Table 2) were up-regulated more than 20-fold (Table 2) when switching from glucose to straw. XYL1 also reduces the pentose sugar L-arabinose to L-arabinitol which is then further oxidised to L-xylulose by the L-arabinitol dehydrogenase LAD1 (Table 2) [49]. In addition, LAD1 is also involved in the alternative pathway of D-galactose metabolism whereas aldose-1-epimerase (Table 2) catalyses the first step of the Leloir pathway of D-galactose catabolism [50]. This indicates that after 24 h, *T. reesei* had internalised hemicellulosic sugars such as xylose, arabinose and galactose which had then entered their respective metabolic pathways.

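*lad1* (49753), for L-arabinitol dehydrogenase, had 4 reads over the 48 h glucose libraries and 55.6 ± 13.5 (SD, n = 3) RPKM on straw (log2 fold change 8.74, standard error 0.38). The aldose-1-epimerase gene 120784, whose product interconverts the anomers of galactose, rose from 1.43 ± 0.415 to 106 ± 20.3 RPKM (5.43, standard error 0.25). After glucose addition *lad1* was at 0.322 ± 0.0791 (SD, n = 2) RPKM and fell by 6.05 on the log2 scale, and the epimerase gene was at 1.96 ± 1.14 RPKM and fell by 4.59 (adjusted p = 3.9e-10 and 4.7e-10 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).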

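Grouped by pathway, the xylose genes *xyl1* and *xdh1*, the arabinose gene *lad1* and the galactose gene 120784 each had every straw culture above every culture of both glucose conditions. At 5 h glucose all 4 were still above 48 h glucose in edgeR's quasi-likelihood test at a Benjamini-Hochberg adjusted p under 0.05, *lad1* by a log2 fold change of 2.69 on 10 reads, and *xyl1*, *xdh1* and 120784 by 1.00, 0.83 and 0.83. None of the 4 passed with limma on log2(RPKM + 1), where the log2 fold changes were 0.30, 0.39, 0.30 and 0.25, and all but *lad1* were lost with counts scaled by the RPKM denominator. The calls of *xyl1* and 120784 also ended without 5 h glucose replicate 1 (0.38 and 0.44), and that of *lad1* without 5 h glucose replicate 2 (1.98) or 48 h glucose replicate 1 (2.43). The call of 120784 ended as well with total count scaling, with no filter, with 2 conditions only and with any 48 h glucose library left out (0.69 to 0.93). The gluconokinase gene 56934, for the phosphorylation of gluconate, rose on straw from 2.22 ± 0.736 to 14.7 ± 1.52 RPKM (1.92), while the hexokinase gene 56129, which acts on glucose, fell by 0.59 on the log2 scale, a sign that turned with limma on the RPKM scale (0.16 and 0.20). The call of 56129 was also lost without straw replicate 1 (-0.52). Of 6 glycolytic genes with an annotation and enough counts, 2 were higher on straw, 1 was lower and 3 did not pass (5 higher and none lower by RPKM denominator). After glucose addition none was higher, 2 were lower and 4 did not pass (6 lower by RPKM denominator), and at 5 h against 48 h glucose 1 was higher, none lower and 5 not past. The counts measure transcripts only.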

### Antisense transcription

Regulation of gene expression can also occur at the post-transcriptional level through regulatory RNAs. Natural antisense transcripts (NATs) are non-protein coding, fully processed mRNAs, which can partially overlap the protein-coding transcripts and which have many regulatory roles [51]. NATs have been found in several fungi including *A. niger* and *N. crassa*[3,52]. To calculate the levels within our *T. reesei* transcriptomes, the number of reads corresponding to the non-coding strand was counted for each gene and AS (antisense) RPKM values were calculated in each condition. Approximately 1.82%, 1.47% and 2.79% of all reads in *T. reesei* were antisense reads when mycelia were grown in 48 h glucose, 24 h straw and 24 h straw + 5 h glucose respectively. Thus, AS transcription was detected in *T. reesei* and 630 genes had an AS RPKM > 1 in at least one condition (see Additional file 3). 

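The 630 genes that Additional file 3 lists with antisense values had a median deposited sense RPKM of 1.37 at 48 h glucose, 3.13 on straw and 0.931 at 5 h glucose. The antisense values are the paper's, from Additional file 3, since the counts analysed here hold the sense strand. The paper's antisense RPKM is above 1 for 285 of the 630 genes at 48 h glucose, 554 at 24 h straw and 224 at 5 h glucose. A fixed RPKM cut is not alike across conditions, since reads in genes are a larger part of the RPKM denominator on straw. By the read totals of Additional file 5, antisense reads made up 3.74, 3.00 and 6.43% of reads within genes in these conditions. Over uniquely mapped reads they made up 0.679, 0.826 and 1.13%. On the sense strand, 430 of the 630 genes had enough counts for the test. Of these, 140 were higher on straw than at 48 h glucose, 139 were lower and 151 did not pass in edgeR's quasi-likelihood test at a Benjamini-Hochberg adjusted p under 0.05.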

The 630 genes encoded proteins involved in a wide variety of cellular functions. The% of AS transcripts was similar in *T. reesei* when compared to *A. niger*[3].

The ratio of antisense:sense expression under glucose 48 h and straw 24 h conditions was calculated for these 630 genes in order to find genes with AS transcripts which change between the two conditions. Most of these genes have a low AS/S ratio on 24 h straw indicating that sense transcripts dominate over AS reads in this condition.

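Gene by gene, the paper's antisense RPKM was divided by the deposited sense RPKM, as the mean over the libraries of a condition. On straw, 341 of the 630 genes (54.1%) had a ratio below 1, 226 had a ratio of 1 or more and 63 had no sense reads. The median ratio over the genes with sense reads was 0.591. At 48 h glucose 339 genes (53.8%) were below 1, 196 at 1 or more and 95 without sense reads, with a median of 0.311 over the genes with sense reads. Among the 488 genes with a ratio above 0 in both conditions, 184 had the lower ratio on straw. The 630 genes were listed for an antisense RPKM above 1 in any condition, which 554 met on straw and 285 at 48 h glucose. This choice favours higher ratios on straw, so neither the medians nor this count can show a change of antisense against sense. With the sense values as Additional file 3 lists them, the numbers were 358 below 1, 211 at 1 or more and 61 without sense reads on straw, and 361, 180 and 89 at 48 h glucose. For 215 of the 630 genes the listed sense values differ from the deposited ones by more than 0.001 RPKM, and 59 of these change side of a ratio of 1 on straw. The ratios have no replicate error, because the antisense values are 1 per condition.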

Confirmation of the presence of NATs in *T. reesei* was achieved by strand-specific PCR analysis for a gene [JGI:76852] with NATs (Figure 3). This gene is predicted to encode a secreted β-glucuronidase, belonging to GH family 2. 

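Gene 76852, a GH2 member on scaffold 6 from 985191 to 987617, with an exonic length of 1942 bp, had sense reads almost entirely on straw. The sense reads were 430, 193 and 508 in the 3 straw cultures, or 13.4 ± 4.8 RPKM (SD, n = 3), and 0, 1 and 0 in the 48 h glucose cultures. Neither 5 h glucose culture had a sense read, where 3 reads, the limit that a count of 0 allows, would be 0.197 and 0.120 RPKM. Sense transcript below this level is not excluded. By strand-specific RT-PCR, the paper reports sense and antisense transcripts of this gene in each condition. The rise on straw and the fall after glucose passed edgeR's quasi-likelihood test (adjusted p = 6.1e-10 and 8.5e-08 with Benjamini-Hochberg adjustment), but with 1 read and 0 reads in the glucose groups the fitted folds depend on the prior count. The paper's antisense RPKM for this gene is 1.86 at 48 h glucose, 3.14 at 24 h straw and 3.34 at 5 h glucose, which gives an antisense to sense ratio of 0.234 on straw with the deposited sense value.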

Strand-specific RT-PCR confirmed the presence of spliced and non-spliced S and AS transcripts of different sizes (Figure 3B and C) in all three conditions as was previously reported for a gene containing NATs in *A. niger*[3]. Regulation at the post-transcriptional level presents an interesting area for further research.

**Figure 3:**
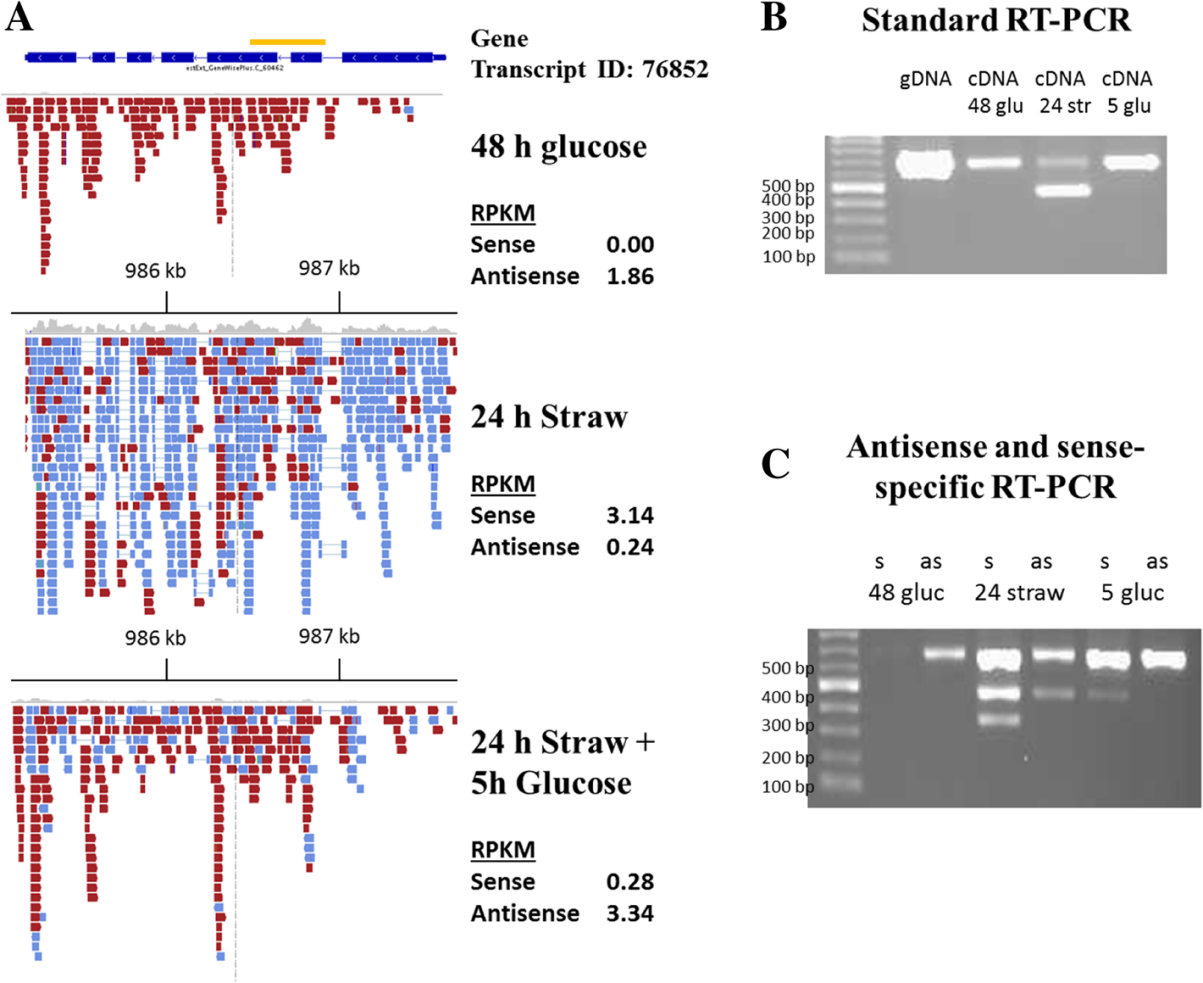
**Sense and antisense transcription of gene with ID 76852. (A)** IGV (Integrative Genome Viewer) output of the alignment of RNA-seq reads to the genome region corresponding to gene transcript ID 76852 under each condition. Blue reads represent sense RNAs, red reads represent antisense RNAs. **(B)** RT-PCR using gene specific primers (indicated by a yellow line) on oligo(dT) primed cDNA. The expected band size from spliced, sense transcripts is 476 bp and the size of the non-spliced antisense transcripts is 670 bp and has the same size as products from reactions run on gDNA. **(C)** Strand-specific RT-PCR using one of the standard PCR primers to synthesise cDNA from one strand only and then the PCR step was performed by using the same primer together with the opposing gene-specific primer. In 24 h straw and 5 h glucose both antisense (extend differently over both introns) and sense (differently spliced introns) transcripts are present, explaining the presence of multiple PCR products.

## Conclusions

This study explored the mechanisms used by *T. reesei* to degrade an industrially-relevant substrate (wheat straw) for the generation of biofuels and made comparison with the strategies employed by *A. niger*[3]. Both fungi encode a mix of predicted GHs, CEs and AAs and some families are species-specific. In the presence of wheat straw, many of the CAZy protein-encoding genes were up-regulated in the two fungi and repressed in both glucose conditions. *T. reesei* and *A. niger* use a set of core enzymes from the same GH (3, 7, 11, 30 and 67) and AA (9) families but from different CE families for wheat straw degradation. The amount of CAZy mRNA (as a proportion of total cellular RNA) in *T. reesei* after 24 h incubation in straw was less than that in *A. niger* (number of CAZy-encoding genes represent ~ 2.5% of the coding genome in both organisms). Thirty-two genes encoding non-CAZy enzymes in *T. reesei* had an expression pattern similar to the CAZy-encoding genes. The majority of these genes could be classed into functional categories which were also described in *A. niger*[3], suggesting a similar approach for both fungi to the degradation of a solid, lignocellulosic substrate. Furthermore, as described in *A. niger*[3], the existence of NATs (a type of regulatory RNA) were also shown to be present in *T. reesei*. This presents an interesting area for future research as regulatory RNAs may be involved in the post-transcriptional regulation of genes encoding enzymes involved in carbohydrate degradation. The use of Next Generation RNA sequencing has allowed us to gain preliminary insights into the global gene expression profile in response to a complex lignocellulosic substrate and to identify genes in *T. reesei*, which encode enzymes which have previously not been associated to lignocellulose deconstruction. Furthermore we have confirmed the presence of a type of regulatory RNAs which have not previously been described in *T. reesei* yet.

## Methods

### Strains and growth conditions

*T. reesei* QM6a [53,54] was used throughout this project. Conidia were produced from glycerol stocks of *T. reesei* grown on potato dextrose agar medium (PDA: 4.0 g/L potato extract, 15.0 g/L agar, 20.0 g/L) at 28°C. Conidia were harvested with 2 ml 0.01% (w/v) Tween 80. Liquid batch cultures were inoculated at a concentration of 10^5^ spores/mL.

Strains were cultured in 100 ml *Trichoderma* Minimal Media [TMM: 15 g/L KH_2_PO_4_, 5 g/L (NH_4_)_2_SO_4_, 10 g/L of the respective carbon source, 0.005 g/L FeSO_4_.7H_2_0, 0.0016 g/L MnSO_4_.H_2_0, 0.0014 g/L Zn.SO_4_.H_2_0, 0.0037 g/L CoCl_12_.6H_2_0, 0.6 g/L MgSO_4_, 0.6 g CaCl_2_] in 250 mL Erlenmeyer flasks at 28°C, shaking at 150 rpm. Mycelia were grown for 48 h in 1% (w/v) glucose, after which they were removed by filtration through Miracloth (Merck), washed with double-distilled water (ddH_2_O), and transferred to fresh media supplemented with the relevant carbon source at 1% w/v. Three different sets of conditions were distinguished: 1) growth from conidia for 48 h in the presence of glucose as the sole carbon source (48 h glucose), 2) 24 h after transfer of washed mycelia from 1) into media containing ground wheat straw as the sole carbon source (24 h straw) and 3) 5 h after addition of glucose to the straw cultures from 2) (5 h glucose). Transcriptomes were analysed from triplicate cultures of 48 h glucose and 24 h straw and from duplicate cultures of 5 h glucose.

Ball milling, sugar, lignin and crystallinity analysis of the wheat straw used in this study can be found elsewhere [3].

### RNA extraction

Mycelia from each condition were snap-frozen and ground to a fine powder under liquid N_2_ using a mortar and pestle. 100 mg of mycelial powder was used for RNA extraction, the procedure of which was described elsewhere [3]. Briefly, total RNA was extracted from mycelial powder using TriZol reagent (Invitrogen) according to manufacturer’s instructions. Extracted RNA was purified using the Qiagen RNeasy Mini Kit following the manufacturer’s instructions of the RNA clean-up protocol with on-column DNA digestion.

### RT-PCR and qRT-PCR

The synthesis of cDNA was carried out as described by [3]. PCR reactions were performed using RedTaq DNA Polymerase (Sigma) and 1 μL of cDNA in a 20 μL reaction. PCR conditions were 30 cycles of denaturation at 94°C for 1 min, annealing at 60°C for 2 min and extension at 72°C for 3 min. Strand-specific PCRs (ssPCRs; as described in [3]) were carried out at an annealing temperature of 64°C using the primer pairs indicated in the Additional file 4.

qRT-PCR reactions were run using the same system as described by [3] and carried out for 40 cycles with denaturation at 95°C for 30 s and annealing at 64°C for 30 s and extension at 60°C for 60 s. Briefly, qRT-PCR reactions were run in triplicates per gene in each condition in a total reaction volume of 20 μL containing 11.0 μl Fast SYBR green master mix (Applied Biosystems), 0.11 μL/primer (175 nM final concentration), 2.2 μL of cDNA and 8.58 μL ddH_2_O. Gene expression values were calculated against a standard curve of known genomic DNA concentrations. All primer pair sequences are listed in the Additional file 4.

### RNA-seq and subsequent data analysis

Ribosomal RNA was degraded in 10 μg of total RNA using the Ribominus Eukaryotic kit (Invitrogen). SOLiD whole transcriptome libraries were made according to the SOLiD Whole transcriptome kit protocol (Applied Biosystems) and the library concentrations were measured with the Quant-it HS dsDNA assay kit (Invitrogen). Libraries were pooled to equimolar amounts (Invitrogen) and gel purified using 2% size-select E-gels to 200–300 bp (Invitrogen). Emulsion PCR (0.5 M final concentration of pooled libraries) and bead-based enrichment was done according to the SOLiD 4 Templated bead preparation guide containing library. Sequencing was carried out on a SOLiD 4 ABi sequencer platform according to manufacturer’s instructions to generate single fragment 50 bp colour space reads.

Using the BioScope version 1.3 Whole Transcriptome Pipeline (LifeTechnologies), reads from each SOLiD 4 libraries were initially filtered against sequencing library adaptors and other sequencing artefacts. Reads were then mapped independently to the entire unmasked and masked versions of the annotated genome assembly of *T. reesei*, and to defined gene transcript sequences (JGI *T. reesei* assembly version 2, annotation filtered models version 2.0). For mapping against the genome assemblies, it was also possible to align reads against a library of exon junctions derived from the exon coordinates detailed in the genome annotation. This allowed reads spanning exon boundaries to be included in alignment results and be recorded in BAM format. Subsequently, the reads corresponding to rRNA encoding gene regions were removed from the BAM records before further downstream analysis. The resulting BAM file of mapped reads from each sample against the unmasked and masked genomes were processed with HTseq-count [3] to generate read counts per gene from uniquely aligned reads. These counts were determined for both the sense strand only and to both strands (unstranded). Summary metrics for these results are shown in Additional file 5.

When comparing the read alignment metrics between the unmasked and masked genome assemblies a negligible difference of less than 1% is seen for total mapped reads, uniquely mapped reads and for reads mapped within annotated genes. This suggests that the masked regions of the genome do not correspond to transcribed genomic regions. The percentage of reads that were uniquely mapped to the unmasked assembly, as a proportion of total mapped reads, was 63.60% for all 48 h glucose replicates, 69.64% for all 24 h straw replicates and 52.95% for the 5 h glucose duplicates (Additional file 5).

For transcript sequence read mapping, less than half the total number of mapped reads compared to the mapping against the annotated genome was observed for all conditions. This can be explained by the difference in reference sequence space used in mapping. Transcript sequences were derived from the annotated exon coordinates within the genome sequence; therefore it would not be possible to map reads corresponding to transcribed regions outside of these defined coordinates. These unmapped reads could be attributed to incomplete annotation of the genome and/or to reads that are not mRNA coding. This is supported by a similar number of uniquely mapped reads to the transcripts within gene coordinates of the genome mapping when compared to the transcripts. The percentage of reads mapped uniquely to transcripts sequences, as a proportion of total transcript mapped reads, was 38.49%, 54.93% and 33.83% for the conditions 48 h glucose, 24 h straw and 5 h glucose respectively (Additional file 5).

For gene expression analysis the mapped read counts per gene calculated against the unmasked genome. Counts were determined for both sense strand only and to both strands (unstranded), as described previously. Antisense read counts per gene were calculated by subtracting the sense counts from the other. Read counts were then normalized to RPKM (Reads Per Kilobase per Million mapped reads) expression values for each gene [3] and visualised with the Integrative Genome Viewer (IGV 1.5) programme [3].

Differential expression values were determined using DEGseq [23] using sense read counts per gene for each experimental condition. DEGseq implements three independent statistical tests (Fisher’s Exact Test [21], Likelihood Ratio Test [22] and an MA-plot-based method with the Random Sampling method [23]).

### Availability of supporting data

The raw and processed RNA-sequencing data sets supporting the results of this article are available in the NCBI’s Gene Expression Omnibus [55] repository under GEO accession number GSE44648 [http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE44648].

## Abbreviations

AA: Auxiliary Activities; AS: AntiSense; CAZy: Carbohydrate Active enzyme; CBM: Cellulose Binding Module; CE: Carbohydrate Esterase; CFEM: Conserved fungal specific extracellular membrane-spanning; GH: Glycoside Hydrolase; GPCR: G-Protein Coupled Receptor; MFS: Major Facilitator Superfamily; NAT: Natural Antisense Transcript; PL: Polysaccharide Lyase; RPKM: Reads Per Kilobase of exon model per Million mapped reads; S: Sense.

## Competing interests

The authors declare that they have no competing interests.

## Authors’ contributions

SD, STP and DBA conceived and designed the experiments. LR and SM carried out the experiments. LR, SD, STP, MJB and DBA analysed the data. MJB contributed the reagents/materials/analysis tools. LR, SD, STP and DBA wrote the paper. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Individual gene sequencing information.** Mapped reads and RPKM values for the three biological replicates and the combined values of all three replicates as well as statistical significance scores for all genes at 48 h glucose, 24 h straw and 24 h straw + 5 h glucose. Click here for file

Additional file 2 **qRT-PCR of GH-encoding genes.** Transcript levels of genes encoding one GH family 7 protein (CBH1, [JGI:123989]), one GH family 11 protein (XYN2, [JGI:123818]) and two GH family 61 proteins (CEL61A [JGI:73643] and CEL61B [JGI:12961]) in mycelia grown for 48 h in glucose-based medium and then transferred into media containing straw as the sole carbon source for 24 h. Error bars indicate the standard deviation for three replicates and * indicates significant difference (a p-value of <0.0001 in an equal variance, one-tailed *T* test) between transcript levels at 48 h glucose and 24 h straw. Click here for file

Additional file 3 **Antisense RNA.** Antisense and sense RPKM values and ratios for all genes with an antisense RPKM >1 in either 48 h glucose, 24 h straw and/or 24 h straw + 5 h glucose. Click here for file

Additional file 4 **Primer pair details.** Sequences, annealing temperatures and predicted gene product sizes. Click here for file

Additional file 5 **Summary metrics of the number of reads.** Total number of reads, total number of filtered reads, amount of mapped and uniquely mapped reads to both DNA strands (stranded and unstranded), percentage of total mapped reads and percentage of uniquely mapped reads of total mapped reads corresponding to the *T. reesei* unmasked genome, masked genome and transcript sequences for each sample. Click here for file

# Supplementary material for: Genome-wide transcriptional response of Trichoderma reesei to lignocellulose using RNA sequencing and comparison with Aspergillus niger
**Source:** BMC Genomics. 2013 Aug 9;14:541. doi: 10.1186/1471-2164-14-541
**Supplement:** Additional file 4 — Primer pair details. Sequences, annealing temperatures and predicted gene product sizes.

| Name         | Forward<br>oligo<br>(5' to 3') | Annealing<br>temperature<br>(°C) | Reverse oligo<br>(5' to 3') | Annealing<br>temperature<br>(°C) | Predicted<br>Product<br>size (bp) | Predicted<br>Product<br>size (bp)<br>no intron |
|--------------|--------------------------------|----------------------------------|-----------------------------|----------------------------------|-----------------------------------|------------------------------------------------|
| <i>cbh1</i>  | cagacaaggg<br>cggcctgactc      | 60.6                             | cgctgtagccaat<br>accgccg    | 60.1                             | 459                               | 396                                            |
| <i>xyn2</i>  | cgggcagttct<br>ccgtcaactg      | 59.2                             | ggacgggttgta<br>ggtgccaaag  | 59.3                             | 202                               | 141                                            |
| <i>gh61a</i> | agtagtgggct<br>ggacggctgc      | 60.1                             | ccgagcctgaga<br>cggcaatg    | 60.2                             | 521                               | 467                                            |
| <i>gh61b</i> | cctgcgctggg<br>tcagattcag      | 60.5                             | cgagcctgtgac<br>ggcgatgt    | 60.6                             | 294                               | 226                                            |

How the deposited data were processed for this re-analysis (not part of the article)

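Transcripts of *T. reesei* QM6a were measured by RNA-seq in 8 libraries of 3 conditions: 48 h glucose (3), 24 h straw (3) and 5 h glucose (2). Conditions and replicates were taken from the submitters' labels and the paper's methods, which name the same groups. The paper describes the replicates as independent cultures.

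The authors sequenced 50 bp SOLiD reads, aligned them in colour space with BioScope 1.3 to version 2 of the JGI assembly with its filtered gene models and an exon junction library, discarded reads in ribosomal RNA regions and counted uniquely aligned reads per gene with HTSeq-count. The deposited counts are whole reads of the sense strand, so reads of the antisense strand are not in them. The deposited RPKM values were made by the authors from these counts, the gene lengths and a number of mapped reads per library. That number, recovered as the constant that links count, length and RPKM, was larger than the reads in genes. The latter are 95.3 to 97.1% of the sense reads within genes that Additional file 5 lists. Reads shared between near-identical genes were left out by the authors' use of unique alignments. Gene lengths were multiples of 3 for 100% of the e_gw1 and gw1 models and 96.8% of the fgenesh models, so these are coding lengths, and for 46.4% of the estExt models, which hold untranslated parts. An RPKM therefore compares conditions better than genes of different model types.

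The deposited files name gene models and scaffolds. The 65 genes of Tables 1 and 2 were joined to them by their 3 mean RPKM values with a tolerance of 0.01 RPKM, so that equality with the tables' RPKM follows from the join; 7 of 7 genes that Additional files 1 or 3 also pair with a model gave the same pair. Annotation came from Tables 1 and 2, the first 1577 of the 9126 genes of Additional file 1, and Additional file 3 (630 genes). In those 1577 genes the reads equal the deposited counts and the RPKM is within 0.001 in every library. Together these sources annotate 2171 genes, of which 2149 have a locus in the RefSeq gene table of assembly version 2. Gene bounds are from that table and the scaffold from the deposited files; for 65 of 65 genes the deposited length was at most the span of the bounds. Lists built from this annotation hold part of each gene group, so they are given as counts only and no enrichment test was run. Lists with fewer than 5 tested members are not reported.

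Counts were compared with edgeR 4.0.16 in R 4.3.3 by quasi-likelihood tests (glmQLFit and glmQLFTest) with TMM scaling and the default filterByExpr filter by condition, which kept 7211 of 9126 genes. All 8 libraries entered one fit, so that the 2 libraries of 5 h glucose shared the estimate of the spread, and p-values were adjusted by Benjamini-Hochberg with a threshold of 0.05. TMM factors were 0.893 to 1.06 and the common biological coefficient of variation was 0.153. A standard error is the absolute log2 fold change divided by the square root of F. TMM sets the centre of the comparison near the median gene. Relative to it, scaling by the total count in genes shifted the median log2 fold change of all tested genes by 0.06 on straw, -0.15 after glucose and -0.09 between 5 h and 48 h glucose, and scaling by the RPKM denominator by 0.80, -1.27 and -0.47. Changes are reported relative to the TMM centre, and a gene with a small change can turn under the other scaling. CAZy shares are sums of RPKM of listed genes over the sum of all genes in each library, compared by exact two-sided permutation tests. The genes of the paper's 20-fold and 50 RPKM criteria were taken from ratios of mean RPKM with edgeR's adjusted p in place of the authors' DEGseq tests. The paper's combined values are the means over replicates.

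The test was run on simulated data with 200 genes changed by 2- or 4-fold, as many up as down, at each gene's mean over all 8 libraries and at the real depths. In the data 3521 to 4237 genes passed per comparison, and many straw genes had few reads in glucose. The rates below therefore hold for few changed genes at average levels and may not carry over to these comparisons. It recovered 82 and 100% of the 2- and 4-fold genes for straw against 48 h glucose, 64 and 93% for 5 h glucose against straw, and 58 and 91% for 5 h against 48 h glucose, over 7211 genes, with 7.61, 4.27 and 3.25% false calls. The depth of 798550 to 2997433 reads in genes sets the limit of detection: 3 reads, the limit that a count of 0 allows, equal 0.0938 to 0.197 RPKM for a gene of 1942 bp, and genes with 3 or fewer reads in a group are given by their reads. Such limits cover counting error only.

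Apart from 5 genes in neither table, named after their values were seen, the genes named were chosen by a fixed rule. It took genes of Tables 1 and 2 and those named in the paper's text, and per comparison the 10 genes with the largest fold in each direction among those past the threshold with no overlap between libraries and at least 10 RPKM. It also took, per gene list, up to 4 members past the threshold and up to 2 not past it, members of CAZy families named in the paper, and 76852. The values of Tables 1 and 2 and of Additional files 1 and 3 are printed in the paper and had been seen when the rule was written. Which genes among those the rule allows have their folds reported was decided after their values were seen. The rule, the gene lists, the tests and most alternatives were set before the data were examined. The word patterns for proteases and for Zn2Cys6 and C2H2 regulators were narrowed back to the wording set beforehand after their counts had been seen.

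Alternatives set beforehand were DESeq2 1.42.0 with its own size factors, scaling by total count, no filter on low counts, limma 3.58.1 on log2(RPKM + 1) and log2(RPKM + 0.1), the replicate number as a block, a fit of the 2 conditions only, an adjusted p under 0.001 and each library left out in turn. For shares and criteria they were shares of reads in place of RPKM, other CAZy lists, and other forms of the 20-fold criterion. Added after seeing the data were scaling by the RPKM denominator, summing straw replicates 1 and 3, and thinning all libraries to the smallest total. Antisense counts per gene in each library were not analysed here, and the antisense RPKM values printed are the paper's. The antisense shares of reads were computed here from the paper's read totals per library, apart from those quoted from the paper's text. The qRT-PCR, the strand-specific PCR and the *A. niger* data were not analysed here. Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9 was used for the other steps.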

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

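All tests of explanations in this part were chosen after the results they bear on had been seen. Genes outside those the paper discusses also changed by large folds. Beside the 65 genes of Tables 1 and 2, 20 other genes were over 20-fold and over 50 RPKM on straw. The most abundant of them, 55272, annotated as an unknown protein, rose from 8.95 ± 0.45 to 748 ± 92 RPKM (SD, n = 3), a log2 fold change of 5.56, and was at 58.3 ± 5.7 RPKM (n = 2) at 5 h glucose. The glutathione S-transferase gene 111082, one of the most abundant transcripts at 48 h glucose (1692 ± 291 RPKM), had a log2 fold change of -5.56 on straw (62.7 ± 3.33 RPKM) and was at 414 ± 37.2 RPKM at 5 h glucose. After glucose addition the FAD-binding protein gene 69650 rose by 7.83 on the log2 scale (from 0.581 ± 0.210 to 52.4 ± 5.60 RPKM) and the O-methyltransferase gene 69652 by 6.44 (from 0.899 ± 0.144 to 31.8 ± 2.33 RPKM). For the comparison of straw with 48 h glucose, the 6 libraries make 10 splits into 3 and 3, too few for a share under 0.05; the real split gave 4237 genes past the threshold (1 split with as many) and the highest other 0.

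The significance scores of Additional file 1 compare straw with each glucose condition and not the 2 glucose conditions with each other. Between 5 h glucose and 48 h glucose 3521 genes differed (1850 higher and 1671 lower at 5 h glucose), a split that moved to 847 and 2415 with counts scaled by the RPKM denominator and to 752 and 2363 with limma on log2(RPKM + 1). Lower depth of the 5 h glucose libraries is not the whole cause, since 3061 of these genes remained with their direction when all libraries were thinned to the smallest total. Nor is a single deviating library the whole cause, since 2571 remained without 5 h glucose replicate 1 and 2838 without replicate 2, although in these fits the lone library is assumed to vary like the other groups. The time on straw, the age of the culture and the response to glucose differ together between these conditions, and stay open as untested biological explanations.

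The 24 h straw libraries of replicates 1 and 3 were closer to each other than any other pair of replicates. A library deposited 2 times with sampling noise alone is argued against, since chi-square per degree of freedom was 1.32, above the 1.04 that was the highest of 100 random splits. The splits hold no other noise, so 1 library sequenced 2 times with further noise between the runs cannot be excluded. Greater depth of the straw libraries is argued against by replicate 2, which has a similar depth and a biological coefficient of variation of at least 13.4% against either. A shared RNA, culture or preparation cannot be told apart from cultures that were close by chance, since the coefficient of 2.55% allows both, and the labels name no batch. No biological explanation was tested. With these replicates summed to 1 library, 1980 genes were higher and 1818 lower on straw.

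For 215 of the 630 genes of Additional file 3, the listed sense RPKM differs from the deposited mean, and all of these are among the 215 estExt models. The other 415 genes match within 0.001 RPKM, which argues against another mapping of the reads. All 215 carry the values of the estExt model that holds the same rank when the names are sorted without regard to capital letters instead of with it, so a candidate explanation is that gene names and sense values were sorted in different orders before they were joined. The listed antisense values at 5 h glucose were whole reads over the gene's own length for 131 of 131 of these genes, against 0 of 127 with lengths of random genes. Tested were values above 0 and worth at most 40 reads, with a tolerance of 1.5e-05 per read (1.5e-05 reads at the least). In these genes the antisense values appear to belong to the named genes. No biological explanation applies to a column of a table.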

How the results depend on the processing

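The scaling by the RPKM denominator, the summed straw replicates and the thinning were chosen after seeing the data; the other settings were not. With DESeq2 (2054 higher and 1995 lower on straw, 1989 and 2030 after glucose, 1767 and 1606 at 5 h against 48 h glucose), total count scaling (2335 and 1899, 1792 and 2482, 1643 and 1848), no filter (2368 and 2120, 1929 and 2398, 1719 and 1846) and 2 conditions only (2351 and 2123, 2028 and 2174, 1564 and 1506), the counts of genes stayed within 1.5 times the reported ones. Limma on log2(RPKM + 1) gave 4330 and 759, 399 and 4934, and 752 and 2363 in the third comparison; log2(RPKM + 0.1) gave 4180 and 736, 386 and 4868, and 818 and 2482. Counts scaled by the RPKM denominator gave 4294 and 753, 443 and 4850, and 847 and 2415, so these shifts go with the denominator and not with the pseudocount. At an adjusted p under 0.001, a stricter threshold by construction, 1374 and 1301, 1201 and 1154, and 846 and 762 genes passed. Leaving out 1 library gave 1936 to 2112 higher and 1772 to 1933 lower on straw, 1710 to 1889 and 1940 to 2077 after glucose, and 1397 to 1762 and 1398 to 1656 at 5 h against 48 h glucose.

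Whether the replicate numbers pair the libraries was not settled. The correlation of deviations from the condition means was -0.026 to 0.153 for the 7 pairs with the same number and -0.153 to 0.145 for the 14 others. The 2 libraries of 5 h glucose deviate in opposite ways by construction, so each of their values has its mirror and these ranges cannot show absence of pairing. Between 48 h glucose and straw, pairs with the same number gave -0.0135, -0.0265 and 0.00799, which shows no sign of pairing there. The replicate block gave 2181 and 2018, 1980 and 2117, and 1777 and 1611 genes.

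The CAZy share at 48 h glucose was 0.130% of reads, 0.0291% with Table 1 genes only and 0.0955% with genes that have a family number, and 0.0976 to 0.102% with 1 library left out. On straw it was 14.2% of reads, 12.4% by family number and 12.8 to 13.4% with 1 library left out, and at 5 h glucose 0.120% of reads, 0.0444% with Table 1 genes only and 0.0820 to 0.0943% with 1 library left out. By reads the 6 families held 58.1% on straw, GH3 12.1, GH7 16.8, GH11 14.2, GH30 6.88, AA9 5.12 and CE5 2.91%; reads weight long genes more by construction. With 1 straw library left out the 6 families held 64.9 to 65.5%, GH3 6.86 to 7.53, GH7 12.4 to 14.4, GH11 23.8 to 27.5, GH30 7.16 to 7.53, AA9 6.32 to 7.09 and CE5 4.47 to 5.33%. The 20-fold and 50 RPKM criteria gave 73 to 85 genes over the other forms of the criteria and 82 to 87 with 1 library left out.

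Of the genes whose fold is reported, 89 of 96 on straw, 77 of 86 after glucose and 20 of 30 at 5 h against 48 h glucose kept direction and side of the threshold under every setting run; for Table genes 65 of 65, 63 of 65 and 9 of 18. Signs turned for HSP70 55362 on straw (0.28 and 0.28 with limma, 0.29 by RPKM denominator), hexokinase 56129 (0.16, 0.20 and 0.21), the GH16 gene 66843 (0.0849, 0.108 and 0.0897), and after glucose for *hfb2* (-1.12, -1.12 and -0.94) and glutamine synthetase (-0.26, -0.26 and -0.28). These go with the shift of the centre, and the cause was not tested further. The alternatives set beforehand for antisense shares were not run, since the counts analysed here hold the sense strand only. Shares from the paper's own read totals are given below, over reads within genes and over uniquely mapped reads. The self-test recovered fewest 2-fold changes in the comparisons with 5 h glucose, the group with the fewest libraries and reads, and did not part these. The cause of the other changes was not tested.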

Differences from the paper's values

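The paper gives the CAZy share of RNA at 48 h glucose as 1.14%, and the 63 listed genes held 0.100%. At 5 h glucose the paper's value is 0.82% and the listed genes held 0.0882%. Both differ under every alternative set before the data were examined: shares of reads (0.130 and 0.120%), Table 1 genes only (0.0291 and 0.0444%), genes with a family number (0.0955 and 0.0851%) and each library left out. The list holds only CAZy genes with an annotation at hand and is a lower bound on these shares. On straw, where the Table 1 genes hold most of the share, 13.1% stands beside the paper's 13.76% and does not differ.

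The paper lists 32 genes outside the CAZy group over 20-fold and over 50 RPKM, and 52 genes outside Table 1 met these criteria here, the 32 among them. Of the 20 in neither table 5 have an annotation at hand, so whether the others lie outside the CAZy group is not known. The difference holds with RPKM + 0.1 (52), RPKM + 1 (49), fold and level without a test (52) and each library left out (49 to 54). With fold and level required in every replicate, or with the fold taken from the TMM fit, 44 genes met the criteria, which is within 1.5 times the paper's number. The paper required p under 0.001 in each of 3 DEGseq tests, where an adjusted p under 0.05 from edgeR was used here. The highest adjusted p of the 20 genes in edgeR's quasi-likelihood test was 5.1e-10. This argues against the looser cut in that test as the reason, but says nothing on the DEGseq tests. Of the 20 genes in neither table, 3 have the authors' p-values at hand, and all 3 are under 0.001 in each test.

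For the gene 76852, Additional file 3 gives a sense RPKM of 0.238 at 24 h straw and 0.276 at 5 h glucose, as the paper's values. The deposited values are 13.4 ± 4.8 RPKM (SD, n = 3) and 0 RPKM (n = 2). The listed values equal those of another gene, the estExt model at the same rank in the other sort order, as for all 215 estExt genes above. No alternative set before the data were examined applies to these values. At 48 h glucose the paper's value of 0 and the deposited 0.0134 RPKM do not differ, although the former is that of the other gene.

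The paper's text gives antisense reads as 1.82, 1.47 and 2.79% of all reads at 48 h glucose, 24 h straw and 5 h glucose. From the reads in the paper's Additional file 5, within genes on both strands and on the sense strand, 3.74 ± 0.44% (SD, n = 3), 3.00 ± 0.21% (n = 3) and 6.43 ± 0.64% (n = 2) of the reads within genes were antisense. Over the uniquely mapped reads of that file the shares were 0.679, 0.826 and 1.13%. Both sets are the paper's reads, and no alternative set before the data were examined was run on them.

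The paper states that the 5 surface protein genes were repressed when glucose was added. Here 4 of 5 were lower, and *hfb2* was not, with a log2 fold change of 0.22; it was lower with limma on log2(RPKM + 1) and log2(RPKM + 0.1) (both -1.12) and with counts scaled by the RPKM denominator (-0.94), the last chosen after seeing the values. The paper names GH16, GH18 and GH72 as the families that lead at 48 h glucose. Among the listed genes GH15 led with 42.9% and GH16 and GH18 held 9.96 and 5.92%, with no GH72 gene listed. The listed genes held 0.100% of RNA there, against 1.14% for the CAZy genes of the paper. Family shares within so partial a list cannot be set against the paper's ranking. The paper names GH16, GH17, GH67 and GH72 as the most expressed CAZy families at 5 h glucose. GH16 had the highest mean of the listed families here too (24.8%), but led in 1 of 2 libraries only (30.9 and 18.6%, against 11.7 and 19.5% for GH1), while GH67 held 0.952%, below GH1, GH18 and GH2 (5.69%), and no GH17 or GH72 gene was listed. The same limit holds at 5 h glucose, where the list held 0.0882% against the paper's 0.82%.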

Other observations

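No tests of hypotheses were run for this part, and the gene lists are those fixed beforehand, counted over annotated genes with enough counts, in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Of 8 cytosolic ribosomal protein genes, none was higher on straw, 4 were lower and 4 did not pass, and 7 were higher after glucose addition, although with counts scaled by the RPKM denominator 1 was higher and none lower on straw, and 3 were higher and 1 lower after glucose. Against 48 h glucose 5 were higher at 5 h glucose and none lower (3 and 0 under that scaling). *rps12* (21170) was at 132 ± 23.1, 108 ± 8.48 and 166 ± 19.6 RPKM at 48 h glucose, 24 h straw and 5 h glucose, and *rpl38* (121372) at 203 ± 68.6, 187 ± 6.18 and 396 ± 27.1 RPKM. Of 8 mitochondrial ribosomal protein genes, 8 were lower on straw (2 under the other scaling), and 5 were higher and none lower after glucose (1 higher and 3 lower under the other scaling). At 5 h against 48 h glucose 2 were higher and 2 lower (3 and 2 when adjusted over the list alone), or none higher and 3 lower under it. Of 7 proteasome genes, 5 were lower on straw and none higher, which turned to 1 higher and none lower under the other scaling. After glucose 2 were higher, or 5 lower under it, and at 5 h against 48 h glucose 1 was higher and 2 lower, or 4 lower under it.

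Of 47 Zn2Cys6 and C2H2 regulator genes, 31 were higher on straw, 5 lower and 11 did not pass (33 higher and 5 lower when adjusted over the list alone; 39 higher and 1 lower by RPKM denominator), and 30 were lower and 2 higher after glucose (45 and 0). At 5 h against 48 h glucose 11 were higher and 10 lower (10 and 9 when adjusted over the list alone; 6 higher and 17 lower by RPKM denominator). The Zn2Cys6 gene 121412 went from 1.17 ± 0.102 to 37.8 ± 0.286 RPKM on straw (4.20) and back to 1.39 ± 0.178 RPKM. The gene 77513 went from 1.45 ± 0.159 to 28.7 ± 1.40 and 4.01 ± 2.08 RPKM, and 66047 moved the other way on straw, from 18.1 ± 2.75 to 8.21 ± 0.516 RPKM (-1.94). Of 11 amino acid permease genes 5 were higher and 5 lower on straw (6 and 3 by RPKM denominator), and 5 and 5 after glucose (2 and 6). At 5 h against 48 h glucose 3 were higher and 3 lower (4 and 3 when adjusted over the list alone). *inda1* (51110) rose from 0.231 ± 0.0216 to 40.3 ± 1.73 RPKM on straw and was at 10.2 ± 7.04 RPKM at 5 h glucose, while 67806 fell from 5.41 ± 0.561 to 1.89 ± 0.603 RPKM and was at 6.83 ± 3.59 RPKM at 5 h glucose.

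Of 12 cytochrome P450 genes 7 were higher and 2 lower on straw, 1 higher and 7 lower after glucose (1 and 8 when adjusted over the list alone), and 4 higher and 3 lower at 5 h against 48 h glucose (1 and 3 by RPKM denominator). The gene 67964 rose from 0.262 ± 0.106 to 16.4 ± 1.34 RPKM on straw. Of 25 protease genes 13 were higher and 4 lower on straw, 6 higher and 12 lower after glucose, and 8 higher and 6 lower at 5 h against 48 h glucose (9 and 7 when adjusted over the list alone), while by RPKM denominator these numbers were 20 and 1, 0 and 19, and 5 and 8. Of 10 heat shock and chaperone genes none was higher and 7 were lower on straw (2 and 4 by RPKM denominator), 2 were higher and 2 lower after glucose (0 and 8), and none was higher and 6 lower at 5 h against 48 h glucose (8 lower when adjusted over the list alone; 0 and 10 by RPKM denominator). The HSP70 gene 55362 was at 213 ± 24.0, 261 ± 42.8 and 136 ± 17.2 RPKM in the 3 conditions. Of 5 genes of the endoplasmic reticulum none was higher and 1 lower on straw, where by RPKM denominator 4 were higher and none lower. None passed after glucose (5 lower by RPKM denominator), and 1 was lower at 5 h against 48 h glucose. Of 6 catalase, peroxidase and superoxide dismutase genes 3 were higher and 3 lower on straw, 3 and 3 after glucose, and 2 and 1 at 5 h against 48 h glucose. Of 7 DNA replication genes 1 was higher and 1 lower on straw (1 and 0 when adjusted over the list alone; 4 and 0 by RPKM denominator), 1 higher and 3 lower after glucose, and 1 higher and none lower at 5 h against 48 h glucose (1 and 3 by RPKM denominator).

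Some genes abundant at 48 h glucose stayed down after glucose was added back. The aryl-alcohol dehydrogenase gene 54694 was at 45.0 ± 0.782 RPKM (SD, n = 3) at 48 h glucose, 4.99 ± 0.597 on straw and 0.702 ± 0.121 (n = 2) at 5 h glucose, a log2 fold change of -5.53 between the glucose conditions. The FAD-binding protein gene 62463 was at 15.9 ± 0.794, 0.368 ± 0.273 and 0.149 ± 0.211 RPKM (-6.58).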
